# Sex differences in bile acid homeostasis and excretion underlie the disparity in liver cancer incidence between males and females

**DOI:** 10.7554/eLife.96783

**Published:** 2025-12-29

**Authors:** Megan E Patton, Sherwin Kelekar, Lauren J Taylor, Angela E Dean, Qianying Zuo, Rhishikesh N Thakare, Sung Hwan Lee, Emily C Gentry, Morgan Panitchpakdi, Pieter Dorrestein, Yazen Alnouti, Zeynep Madak-Erdogan, Ju-Seog Lee, Milton J Finegold, Sayeepriyadarshini Anakk

**Keywords:** sex differences, bile acid metabolism, liver cancer, Mouse

## Abstract

Hepatocellular carcinoma (HCC), the common liver cancer, exhibits higher incidence in males. Here, we report that mice lacking bile acid (BA) regulators, Farnesoid X Receptor (FXR also termed NR1H4) and Small Heterodimer Partner (SHP also termed NR0B2), recapitulate the sex difference in liver cancer risk. Since few therapeutic options are available, we focused on understanding the intrinsic protection afforded to female livers. Transcriptomic analysis in control and NR1H4 and NR0B2 double knockout livers identified female-specific changes in metabolism, including amino acids, lipids, and steroids. To assess translational relevance, we examined if transcriptomic signatures obtained from this murine HCC model correlate with survival outcomes for HCC patients. Gene signatures unique to the knockout females correspond with low-grade tumors and better survival. Ovariectomy blunts the metabolic changes and promotes liver tumorigenesis in females that, intriguingly, coincides with increased serum bile acid (BA) levels. Despite similar genetics, knockout male mice displayed higher serum BA concentrations, while female knockouts excreted more BAs. Decreasing enterohepatic BA recirculation using cholestyramine, an FDA-approved resin, dramatically reduced the liver cancer burden in male mice. Overall, we reveal that sex-specific BA metabolism leading to lower circulating BA concentration protects female livers from developing cancer. Thus, targeting BA excretion may be a promising therapeutic strategy against HCC.

## Introduction

Liver cancer, a leading cause of cancer-related death, has diverse etiologies and displays sex-difference with reduced risk in females compared to males (El-Serag, 2012; White et al., 2017; GBD 2013 Mortality and Causes of Death Collaborators, 2015; Forner et al., 2012; Llovet et al., 2021). Since current therapies for liver cancer fall short, we posit that understanding molecular mechanisms functioning in the female livers will reveal new therapeutic targets. Earlier studies have reported the role of sex hormones (Liu et al., 2017; Yu et al., 2003; Ma et al., 2008; McGlynn et al., 2015), transcription factors FoxA1/A2 (Li et al., 2012), and cytokine Il6 signaling (Naugler et al., 2007) in regulating the sex difference in hepatocellular carcinoma (HCC), but the role of metabolic pathways remains poorly understood.

Rewiring of cellular metabolism enables the tumor cells to maintain viability and grow disproportionately (Pavlova and Thompson, 2016). We previously showed that the combined deletion of nuclear receptors, Farnesoid X Receptor (FXR, NR1H4), and Small Heterodimer Partner (SHP, NR0B2) resulted in spontaneous liver cancer in the year-old male mice (Anakk et al., 2013). In this study, we report that, unlike the males, female *Nr1h4^-/-^*, *Nr0b2^-/-^* (*Fxr*^-/-^, *Shp^-/-^*) double knockout (DKO) mice exhibit protection against tumorigenesis and thus mimic the sexual dimorphism in liver cancer incidence observed in clinics. Although 15-month-old individual *Nr1h4* knockout and individual *Nr0b2* knockout mice were previously shown to develop liver cancer, unlike the DKO mice, their incidence does not show 100% penetrance nor sex differences (Kim et al., 2007; Zhang et al., 2008; Yang et al., 2007).

Mutations and reduction in *Nr1h4,* and *Nr0b2* transcript levels have been noted in cholestasis (reduced bile flow and subsequent increase in hepatic and serum bile acids [(BA])), fatty liver disease, and liver cancer (Gomez-Ospina et al., 2016; Van Mil et al., 2007; Nishigori et al., 2001; Kong et al., 2009; Wolfe et al., 2011; Park et al., 2010; He et al., 2008). Moreover, individuals with chronic cholestasis exhibit an increased risk for HCC (Eaton et al., 2013; Strautnieks et al., 2008; van Wessel et al., 2020). Typically, BA levels are tightly controlled via receptor signaling, including NR1H4 and NR0B2 (Parks et al., 1999; Russell, 2003; Thomas et al., 2008; Wang et al., 1999; Wang et al., 2002). Consistently, combined loss of *Nr1h4* and *Nr0b2* in mice results in juvenile onset cholestasis that progresses to HCC (Anakk et al., 2011). We and others have shown that excessive accumulation and dysregulation of BA homeostasis are directly linked with liver cancer risk (Anakk et al., 2013; van Wessel et al., 2020; Bernstein et al., 2009; Sun et al., 2016; Xie et al., 2016). However, whether BAs are contributing factors to the sex differences seen in HCC prevalence has not been evaluated.

Therefore, we performed transcriptomic analysis to identify distinct gene profiles from both sexes of control and DKO mice. Then, using five separate human clinical HCC cohorts, we tested the clinical utility of the identified gene signatures from our mouse model. Next, we investigated the role of endogenous estrogen signaling in the DKO mice by performing ovariectomy. We measured hepatic, serum, urine, and fecal BAs from male and female mice to understand their homeostasis. Finally, we manipulated the circulating BA levels in the DKO mice either with a chemical challenge or BA binding resins and examined its consequence on hepatic tumorigenesis. Overall, our data uncover that the differential BA homeostasis between the two sexes can orchestrate the observed gender differences in HCC burden in clinics.

## Results

### DKO mice phenocopy clinical features of HCC

Here, we report that DKO mice exhibit the sexually dimorphic incidence of HCC observed in the clinic. Despite the loss of BA homeostatic machinery, one-year-old DKO female mice did not develop liver tumors. On the contrary, DKO male livers revealed HCC and well-defined adenomas. But both sexes of a year -old DKO mice displayed fat accumulation, and fibrotic sirius red staining (Figure 1A–F). At six months of age, DKO female livers were smaller and displayed reduced sirius red staining, indicative of lower hepatic fibrosis compared to males (Figure 1—figure supplement 1). The difference in tumor burden was reflected in the gross liver to body weight ratio, which was significantly higher in DKO males than in DKO females (Figure 1G). Serum ALT and AST were elevated in the DKO animals compared to WT, consistent with the cholestatic phenotype of these mice. However, these markers were higher in DKO males, corroborating with advanced disease (Figure 1H). More importantly, *NR1H4* and *NR0B2* transcript expression was reduced in liver cancer patients (Figure 1I–J), underscoring the clinical relevance of this DKO mouse model.

**Figure 1.**
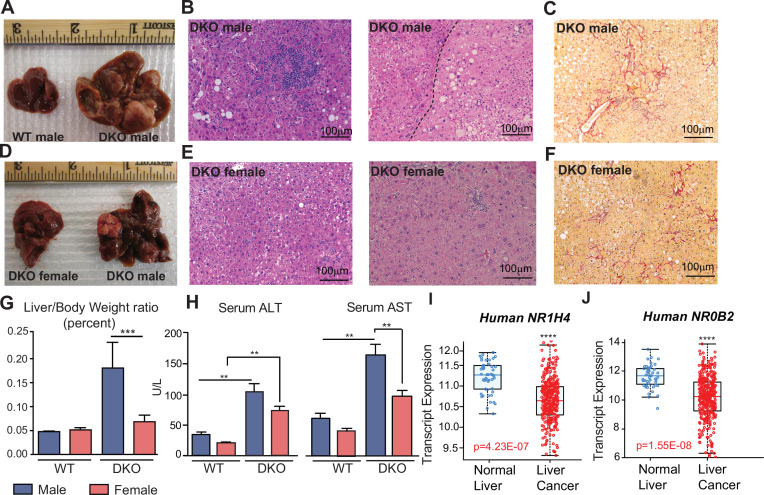
*Fxr/Shp* double knockout (DKO) mouse model recapitulates sex difference observed in HCC incidence. (**A**) One-year-old DKO male mice developed hepatocellular carcinoma, which was not observed in age-matched wild type (WT) and DKO female mice (**D**). (**B and E**) Representative H&E stained liver sections from a (**B**) DKO male and (**E**) DKO female. Inflammation and injury are evident at 1 year, and the dotted line (**B**) separates the HCC with large nuclei on the lower right. (**C and F**). Sirius red staining shows increased collagen in a perisinusoidal distribution, which is greater in the DKO males. (**G**) The liver-to-body weight ratio was significantly higher in DKO males. (**H**) Compared to WT animals, serum markers of liver injury AST and ALT were higher in DKO mice. (**I–J**) Analysis of five different HCC clinical cohorts (n=1000) reveals a reduction in *NR1H4* and *NR0B2* transcript levels in patients with liver tumors. n=5–10 mice /group; mean ± SEM; *p<0.01, **p<0.001 compared to genotype or gender controls. One-way ANOVA with Bonferroni post hoc analysis was performed.

**Figure 1—figure supplement 1.**
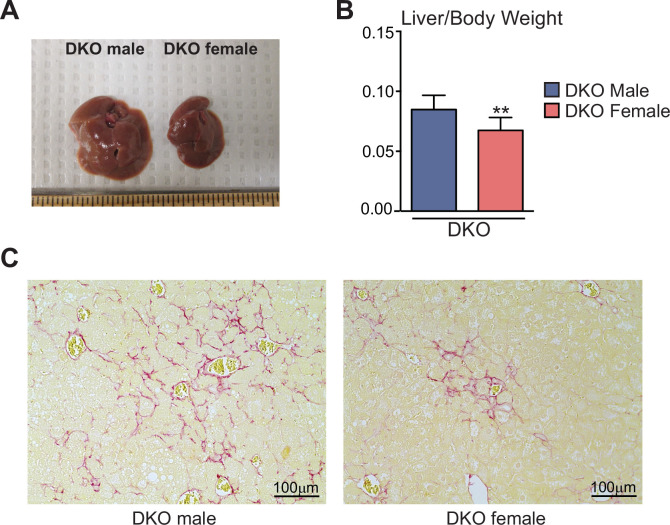
DKO female mice exhibit reduced liver injury. (**A–B**) Compared to DKO males, the female mice showed smaller liver size and liver-to-body weight ratio. (**C**) Sirius red staining revealed less collagen staining (red) in DKO females. (Six-month-old mice, n=6/group). Mean ± SEM. *p<0.01, **p<0.001 compared to genotype or gender controls. Unpaired t-test was used to analyze the data.

### Sex-specific metabolic programs regulate liver tumorigenesis

To identify transcriptional mechanisms that can contribute towards the sex differences in the incidence of hepatic tumorigenesis, we analyzed one-year-old male and female livers. 

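RNA from 24 livers, 6 in each of 4 groups (WT male, DKO male, WT female and DKO female), was hybridized to Illumina mouse BeadChips, on which each gene is read by 1 or more bead-bound oligonucleotide probes. The paper's methods name both the MouseWG-6 and the mouseRefseq-8 array. The mice are 12 months old in the methods and 1 year old in the sample labels. The labels call the DKO samples of both sexes liver tumors, while the paper calls the samples liver and reports no tumors in DKO females, so the samples were grouped by sex and genotype alone. The 6 arrays of each group lie on a BeadChip of their own, so a BeadChip effect cannot be told apart from a group effect. The median of the unnormalized probe signals within an array had a median over the 6 arrays of 131.9 in WT males (range 116.1 to 140.8), 133.3 in DKO males (126.8 to 141.3), 138.5 in WT females (138.1 to 146.6) and 134.8 in DKO females (129.3 to 149.8). The 75th percentile differed more between the sexes, with a median of 180.8 in WT males, 189.8 in DKO males, 219.1 in WT females and 220.6 in DKO females. The authors also deposited normalized log2 values. Quantile normalization of the log2 unnormalized signals gives these values to within 0.005, and they are written in steps of 0.01, so the authors' normalization removes differences in overall brightness and subtracts no background. Because no background was subtracted, fold changes of dim genes are compressed. Probes under a normalized log2 value of 7.23, which is 3 SD above the most frequent value of 6.98, were taken as not above background. The normalized values were used here with 1 probe per gene symbol, the one with the largest SD over the 24 arrays, as the paper's Figure 3—figure supplement 1 describes, which left 30854 genes. All 4 groups entered 1 limma model, and p-values were adjusted by the Benjamini-Hochberg method over all 30854 genes unless stated otherwise. Within groups, the correlation between arrays over the genes lay between 0.976 and 0.995, and no pair of arrays held identical values. The number of arrays limits the precision of each value.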

DKO males and females displayed striking differences in hepatic gene expression profile (Figure 2, GEO GSE151524, and Figure 2—source data 1), with DKO males showing enrichment of endoplasmic reticulum stress, unfolded protein response, and immune function (Figure 2A–B). Additionally, network analysis with ClueGO (Bindea et al., 2009) revealed interactions between drug metabolism, inflammation, ERK signaling, and steroid metabolism in DKO males (Figure 2C). 

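Between DKO females and DKO males, 442 of 30854 genes passed the paper's limits of a fold change over 1.3 and an unadjusted p under 0.0001 in limma. Of these, 258 were higher and 184 lower in females (58.4% higher), and the largest adjusted p among them was 0.00425. At an adjusted p under 0.05 with no limit on the fold change, 2566 genes differed, 1340 higher and 1226 lower in females. The choice of scaling moved the count most. When the unnormalized signals were scaled to a common median without quantile normalization, 2693 genes passed the same limits, 98.9% of them higher in females, and 287 of the 442 genes were among them. Among the largest increases in DKO females were those in A1bg (log2 difference 6.75), Xist (5.57), Sult2a1 (2.86) and Acot3 (2.69). The largest decreases were in Cyp4a12a (-5.00), Cyp2d9 (-4.53), Eif2s3y, Cfd (-2.61) and OTTMUSG00000000231 (-2.58). Xist is transcribed from the inactive X chromosome and Eif2s3y from the Y chromosome; Eif2s3y was not above background in females and at least 11-fold lower than in males. Xist was above background on 1 of 6 DKO male arrays and Cyp4a12a on 3 of 6 DKO female arrays, and A1bg lay at 15.17 on 4 DKO female arrays, close to the highest value in the table, so the sizes and the order of these differences are limited by the range of the signal.

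The files carry no gene ontology terms, so the categories of Figure 2 were examined with gene lists written before the data were examined. They were tested by camera in limma with adjustment over 15 lists. Of these, 1 is the paper's own DKO_Urea list of urea cycle and related genes, which the study chose on these samples. Its low p between the DKO sexes can ease the adjustment of the other lists there. A list of 28 genes of the unfolded protein response and endoplasmic reticulum stress was lower in DKO females than in DKO males, with a median log2 difference of -0.16 (camera adjusted p = 0.00231). Within it, 6 genes were lower and 1 higher at an adjusted p under 0.05. Trib3 had a log2 value of 9.32 ± 0.08 (SD, n = 6) in DKO males and 8.31 ± 0.29 (SD, n = 6) in DKO females, against 8.23 ± 0.29 in WT males and 8.22 ± 0.31 in WT females. The difference in Trib3 between the DKO sexes was -1.005 (standard error 0.14, adjusted p = 7.63e-05 in limma), that in Chac1 was -1.09 (0.25, 0.00677), and Sel1l went the other way with 0.74 (0.11, 0.000213), though with its probe of highest mean it differed by 0.13 and did not pass (adjusted p = 0.401 in limma). The list also passed with fry (adjusted p = 0.0209) but not with camera when the correlation between its genes was estimated (adjusted p = 0.294), and its median turned to 0.14 with median scaling. In WT livers the same list was lower in females by a median of -0.46 (camera adjusted p = 2.16e-13). There it also passed with fry (adjusted p = 2.56e-07) and in camera with estimated correlation (adjusted p = 0.0101), with 18 genes lower and 0 higher. It was not tested with median scaling in WT livers. A list of 29 immune and antigen presentation genes had a median difference of -0.12 between the DKO sexes and did not pass (camera adjusted p = 0.0582), and none of its genes passed on its own in limma at an adjusted p under 0.05. In WT livers the same list was higher in females by a median of 0.50 (camera adjusted p = 2.2e-09, 0.00482 with fry and 0.189 with estimated correlation), with 9 genes higher. The 22 complement genes had a median of -0.0058 and a mean of -0.35 (camera adjusted p = 0.106), with C6 (-1.79), C8a (-1.88) and Cfd among 4 genes that were lower. With the probe of highest mean for each gene the complement list passed (median -0.036, camera adjusted p = 0.0285).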

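Lists for the processes named in this network were compared between DKO females and DKO males in the same way. Arachidonic acid metabolism (24 genes) had a median log2 difference of -0.03 and a mean of -0.44. It did not pass in camera (adjusted p = 0.106) but passed in fry (adjusted p = 0.00663). With dim genes left out, a filter added after seeing the data, it passed in camera as well (median -0.19, adjusted p = 0.0276). With all 24 genes kept, 4 genes were lower and 1 higher in females. Among the lower ones, Cbr3 differed by -2.12 (standard error 0.32, limma adjusted p = 0.000142), and Cyp4a12b, not above background in DKO females, was at least 3.10-fold lower (limma adjusted p = 0.00292). The 16 ERK signaling genes on the array had a median difference of 0.04 (camera adjusted p = 0.477), and 9 of them were above background; Ccnd1 was higher in females by 1.67 (standard error 0.24, limma adjusted p = 0.000112). Of 55 Cyp2 and Cyp3 genes, 8 were higher and 9 lower in females, with a camera adjusted p of 0.604. Cyp2d9 and Cyp2b13 (-2.13) were lower, as was Cyp2c55 (-1.86). The 21 glutathione transferases had 3 genes higher and 3 lower, with a camera adjusted p of 0.489; Gstp1 was lower in females by -1.22 (standard error 0.13, limma adjusted p = 1.77e-06), Gsta4 differed by -0.56 and Gstt2 by 0.55. For 22 glucuronosyltransferases the camera adjusted p was 0.749, with Ugt2b35 (-1.08) lower and Ugt1a2 (0.79) and Ugt1a10 (0.65) higher in females. With its probe of highest mean Ugt1a10 differed by 0.15 and did not pass (limma adjusted p = 0.318). With median scaling the glucuronosyltransferase list was higher in DKO females by a median of 0.23 and passed (camera adjusted p = 0.0484). The steroid metabolism list of 26 genes had a median of -8e-04 and a mean of 0.32. Cyp17a1 in it was higher in females by 2.66 (standard error 0.26, limma adjusted p = 5.5e-07). In WT livers the ERK list was higher in females (median 0.07, camera adjusted p = 0.0218), with Ccnd1 higher by 1.54. The Cyp2 and Cyp3 list was higher in WT females as well (median 0.09, camera adjusted p = 0.000117), with 17 genes higher and 4 lower. In WT livers these lists passed with fry (adjusted p = 0.000114 and 2.8e-06) but not in camera with estimated correlation (0.0574 and 0.0511).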

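Lists of metabolic genes were compared between DKO female and DKO male livers with the same tests. The 43 genes of amino acid metabolism were higher in DKO females by a median log2 difference of 0.42 (camera adjusted p = 6.72e-18), with 25 genes higher and 1 lower at an adjusted p under 0.05 in limma. Gls2 was higher by 1.06 (standard error 0.13, limma adjusted p = 2.48e-05) and Glul by 1.04 (0.17, 0.000454), while Asns was lower, at -1.80 (0.30, 0.000536). The 11 sulfotransferases had a median difference of 0.43 (camera adjusted p = 5.05e-06). Sult2a1 was at 11.69 ± 0.26 (SD, n = 6) in DKO females and 8.84 ± 1.01 (SD, n = 6) in DKO males (limma adjusted p = 7.42e-07), Sult3a1, above background on 2 of 6 DKO male arrays, was higher by 2.18 and Sult1e1 by 1.65. Cholesterol biosynthesis (21 genes) was higher by a median of 0.25 (camera adjusted p = 0.000379), with Sc5d higher by 0.88. Fatty acid and lipid metabolism (43 genes) had a median of 0.16 (camera adjusted p = 0.000671), and its largest differences were in Acot3, Thrsp (1.75) and Elovl6 (1.54). Glucose metabolism (22 genes) had a median of 0.16 (camera adjusted p = 0.00274), led by Pygl (0.82), Fbp1 (0.61) and Igf1 (0.45). The steroid metabolism list did not pass in camera (adjusted p = 0.106) but passed in fry (adjusted p = 0.00129). With the correlation between genes estimated, camera kept the amino acid list (adjusted p = 0.0095) and the sulfotransferases (0.000433), but not cholesterol biosynthesis (0.302), lipid (0.235) or glucose metabolism (0.209). With fry, all of these passed except cholesterol biosynthesis (0.0511). In WT livers, 2 of these lists were higher in females as well in camera. The sulfotransferases were higher by a median of 0.32 (camera adjusted p = 2.61e-06) and amino acid metabolism by 0.18 (camera adjusted p = 0.000644). With the correlation estimated, camera kept the sulfotransferases in WT livers (adjusted p = 0.000638) but not amino acid metabolism (0.385). With fry, the sulfotransferases (adjusted p = 2.76e-10) and amino acid metabolism (0.027) passed there.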

On the contrary, DKO females displayed pathway enrichment of steroid metabolism and clustering of lipid, glucose, and amino acid metabolism, along with increased sulfotransferase activity (Figure 2D). Next, we parsed the sex-specific upregulated gene sets to identify unique transcription factor motifs. Overrepresented motifs in DKO males, including AR, FOXA1, FOXA2, NRF2, and PPARγ (Li et al., 2012; Koga et al., 2001; Ma et al., 2014; Schaefer et al., 2005; Zhang et al., 2015), correlated with tumor-promoting functions (Figure 2—source data 2). In contrast, in DKO females, FOXO1, E2F, and ERα (Figure 2—source data 3) were dominant motifs and are associated with regulating metabolic function during liver carcinogenesis (Dong et al., 2017).

**Figure 2.**
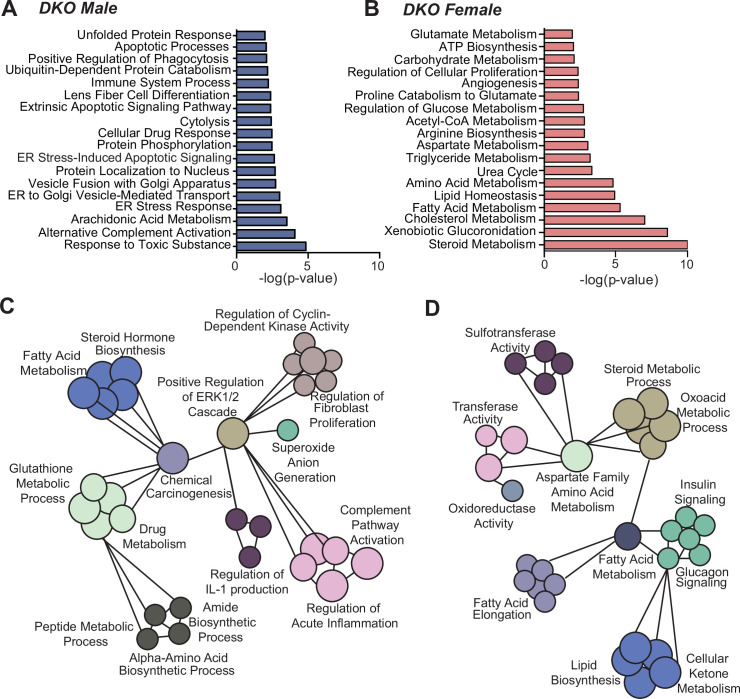
Transcriptome analysis reveals striking sex differences in hepatic metabolism. Microarray was performed on liver tissue from WT and DKO mice of both sexes (n=6/group). (**A–B**) GO categories were determined using genes with >1.3 fold change in expression between DKO males and females. Enrichment of overlapping GO categories between males and females was determined by comparing – log p-values for each term. (**C**) GO categories unique to the set of genes upregulated >1.3 -fold in DKO males and (**D**) DKO females. Figure 2—source data 1.List of genes in different DKO gene signature categories used for analysis.See the Excel sheet. Figure 2—source data 2.Transcription motifs enriched in DKO male livers compared to DKO females. Figure 2—source data 3.Transcription motifs enriched in DKO female livers compared to DKO males.

### The transcriptomic signature of the DKO mice correlates with poor overall survival in the clinical datasets

To investigate the clinical relevance of the DKO mouse model, we analyzed the WT and DKO murine transcriptomic signatures in a sex-specific manner and compared these to five separate clinical HCC datasets (Figure 3—source data 1, Figure 3—figure supplement 1). The patient data were sorted based on similarity to one-year-old DKO gene signatures using class prediction (Figure 3 – Figure 3—figure supplement 1). Computational prediction scores (BCCP: 1 represents complete match and 0 represents no match) using the patient samples revealed that the DKO_Combined, DKO male signature (DKO_M), and DKO female signature (DKO_F) matched with the later stages (>2) of liver cancer based on the CLIP (Cancer of the Liver Italian Program) score (Figure 3—figure supplement 2A–C), whereas DKO female-specific signature distinct from DKO males (DKO_Fvs.M) matched well with earlier tumor stages (CLIP score 0 or TNM stage 1;) (Figure 3—figure supplements 2D and 3H). In contrast, DKO-Combined, DKO_M, and DKO_F matched well with advanced TNM stage 4 (Figure 3—figure supplement 2E–G). Fewer individual dots seen in higher CLIP and TNM stages is due to the small number of patients in those categories, and with most of them displaying similar Bayesian prediction probabilities, they cluster around median and overlap.

**Figure 3.**
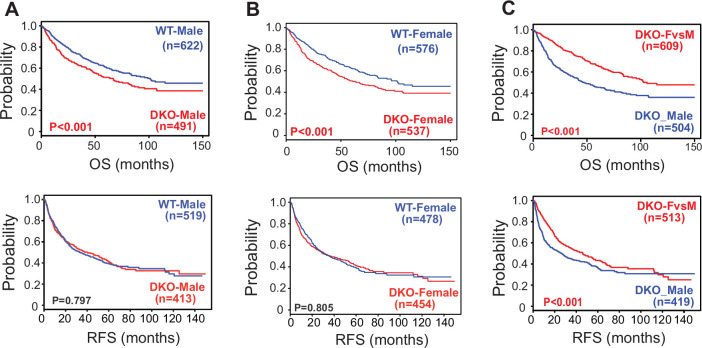
Correlation of gene signatures obtained from WT and DKO mouse model with the survival data of HCC patients. The Kaplan Meier Survival graphs were generated based on WT and DKO transcriptome changes using five different HCC clinical cohorts. (**A–C**) Analysis of OS (Overall Survival) and RFS (Recurrence Survival) in patients using the gene signatures representative of either (**A**) male WT or male DKO, (**B**) female WT or female DKO, and (**C**) unique changes observed in female DKO mice but not in male DKO mice. Figure 3—source data 1.Table of different HCC gene expression data sets used for analysis.

**Figure 3—figure supplement 1.**
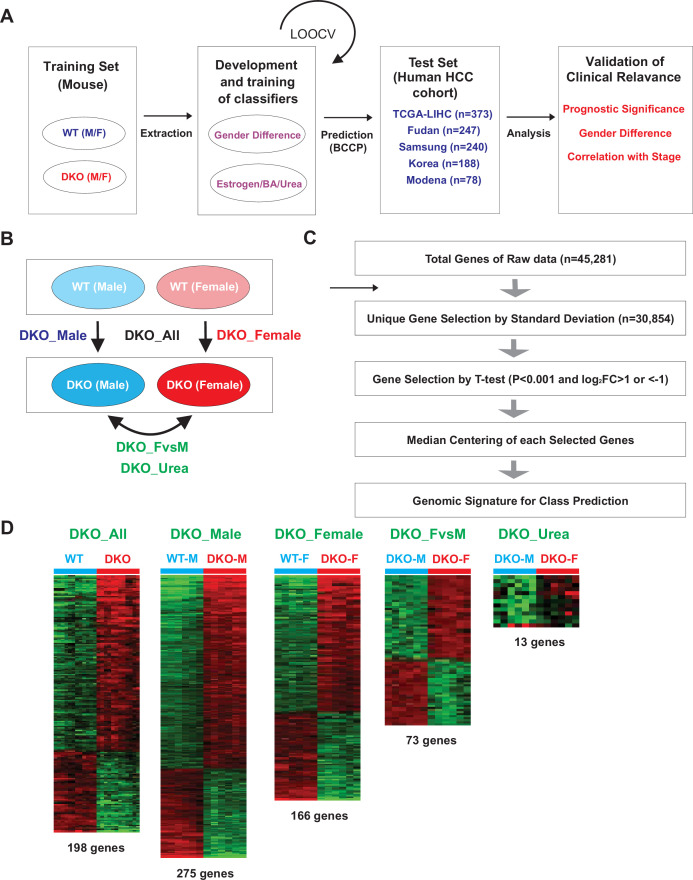
Schematic of the pipeline used to obtain gene signatures to predict outcomes in HCC patient cohorts. (**A**) Workflow schematic of the gene expression analysis. (**B–C**) Different gene signatures were extracted from the microarray data by comparing wild-type (WT) male and female gene expression patterns with that of DKO male and DKO female, respectively. These gene lists were used to predict overall survival and recurrence-free survival using five human clinical cohorts. (**D**) Gene changes in these defined sets, DKO males (DKO_M), DKO females (DKO_F), or combined (DKO_ALL), or DKO_F vs M (DKO female gene signature that does not overlap with DKO males), DKO_Estrogen, DKO_BA, and DKO_Urea, are shown. These genes were selected by t-test and log2 Fold Change (*P*<0.001 and log2 FC >1 or <-1).

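At these limits, with limma in place of the t-test, 315 genes passed for DKO males against WT males, 215 of them higher and 100 lower in DKO. For DKO females against WT females 180 genes passed, 109 higher and 71 lower. For both DKO groups against both WT groups 223 genes passed, 150 higher and 73 lower, and for DKO females against DKO males 88 genes, 47 higher and 41 lower in females. The paper's lists (Figure 2—source data 1) hold 275, 166, 198 and 73 genes for the same comparisons, all of them on the array, and 272, 160, 198 and 72 of these were among the limma calls. The methods' t-test on the same values called 274, 166, 198 and 73 genes, all of which are in the paper's lists. The largest adjusted p among the limma calls was 0.00948 for DKO_Male, 0.0107 for DKO_Female, 0.0079 for DKO_All and 0.0183 for DKO_FvsM. With a background correction chosen after seeing the data (normexp), the DKO_Female count rose to 273. With median scaling in place of quantile normalization, 201 genes passed for DKO females against DKO males, 174 higher and 27 lower in females. Against WT males, C730007P19Rik was at least 51.4-fold higher in DKO males and Mgst2 at least 12.8-fold higher, since neither was above background in WT males. Cyp2a4, Lcn2 and S100a8 rose by 4.52, 3.94 and 3.88 on the log2 scale, and Elovl3, Hsd3b5, Serpina12 and LOC100044164 changed by -3.77, -3.27, -3.21 and -3.07. Against WT females, Sult1e1, Gsta1, Serpina3k, Gdpd3 and Mmd2 rose in DKO females by 4.39, 4.18, 2.80, 2.62 and 2.62, and Mug2, Ccrn4l, 2810007J24Rik and Cyp2b13 changed by -3.07, -2.32, -2.17 and -2.07. Some of these sizes depend on the background, since Hsd3b5 was above it on 3 of 6 DKO male arrays, Elovl3 and LOC100044164 on 4 of 6, and in WT females Gdpd3 on 2 of 6, Sult1e1 on 4 of 6 and Serpina3k on 5 of 6.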

**Figure 3—figure supplement 2.**
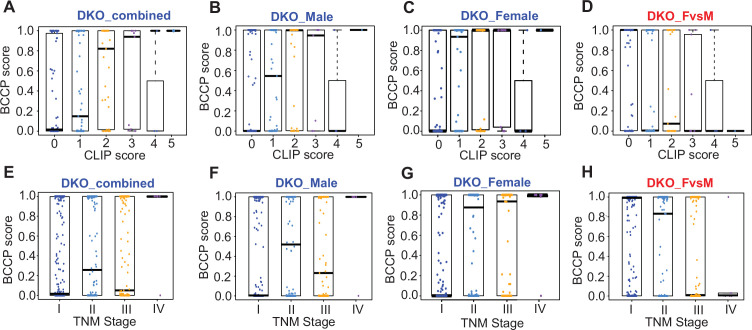
Association of DKO-derived gene signatures with clinical stages of HCC. The clinical relevance of DKO gene signatures—DKO_Combined (shared male/female), DKO_Male, DKO_Female, and DKO_FvsM (female vs. male)—was assessed in HCC cohorts using a Bayesian Compound Covariate Predictor (BCCP). For each sample, prediction probabilities (range: 0=low correlation, 1=high correlation) were calculated and stratified by clinical stage using (A–D) CLIP (Cancer of the Liver Italian Program) scores and (E–H) TNM (Tumor-Node-Metastasis) stages. Each box represents the interquartile range (IQR)—the middle 50% of BCCP prediction probabilities—for a given clinical group. The bold horizontal line within each box indicates the median probability, while individual dots represent BCCP probabilities for individual samples. Vertical spread of the dots reflects variability within each stage group. These plots illustrate the relationship between DKO gene signatures and liver cancer stage.

**Figure 3—figure supplement 3.**
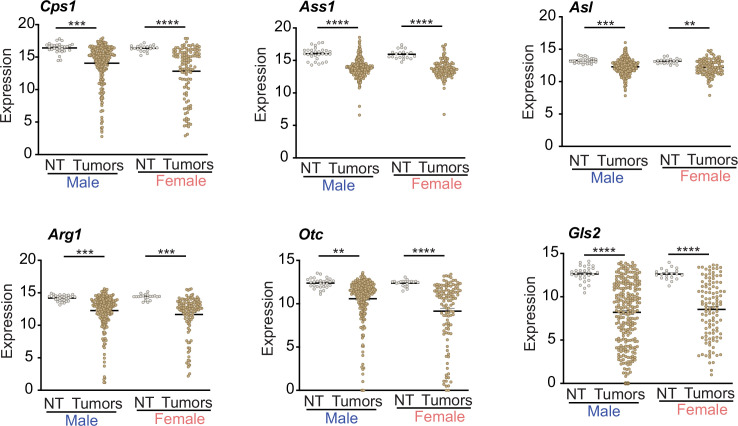
Expression of the urea cycle genes in human liver cancer. RNA-seq from TCGA-LIHC (The Cancer Genome Atlas- Liver Hepatocellular Carcinoma Collection) database was analyzed. Several genes that encode enzymes involved in ureagenesis exhibited a reduction in their transcript levels in tumors compared to non-tumor (NT) tissue. (Males: n=29 NT, n=245 tumors; Females: n=20 NT and n=114 tumors). Mean ± SEM; *p<0.01, **p<0.001, ***p<0.0001 compared to their respective sex-specific controls. One-way ANOVA with Bonferroni post hoc analysis was performed.

**Figure 3—figure supplement 4.**
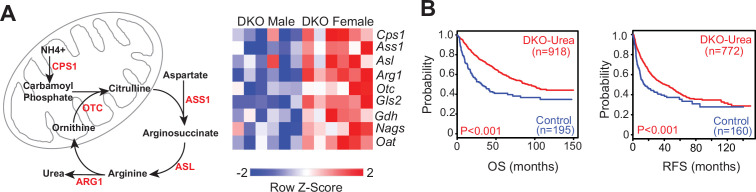
DKO female livers exhibit increased expression of urea cycle genes, and they correlate with better patient survival. (**A**) Schematic of the urea cycle, with a representative heat map of urea cycle genes from the microarray showing higher expression in DKO female livers (n=6/group). (**B**) Survival curves from HCC patients who exhibit increased expression of urea cycle genes.

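Of the 9 genes in the heat map, all were higher in DKO females than in DKO males, by 0.29 to 1.06 on the log2 scale, and 8 passed an adjusted p of 0.05 over all genes in limma. Beside those of the main text, these are Gls2 and Oat (0.52), Nags (0.29) and Glud1 (0.29). For Nags the probe with the highest mean in place of the largest SD gave -0.05 (adjusted p = 0.759 in limma). With each of the 12 DKO arrays left out in turn, Glud1, and Slc25a15 of the list below, no longer passed in 9 of the 12 fits. In the same fits Nags lost its call in 8 and Oat in 5. Glud1 did not pass with the replicate number as a block (adjusted p = 0.0717 in limma). The DKO_Urea list holds 13 genes. Over all genes 9 of the 13 passed, and adjusted over the list alone 12, which is not independent evidence because the study chose the list on these samples. The median difference was 0.45 between the DKO sexes (camera adjusted p = 2.24e-09, and 0.000433 with estimated correlation) and 0.04 between the WT sexes (camera adjusted p = 0.487). At the limits the legend of Figure 3—figure supplement 1 gives for the signatures, the methods' t-test called 2 of the 13 genes.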

Of the 1100 patient data, we found approximately (~45%) showed a transcriptomic signature similar to that of either DKO male or DKO female, which corresponded to lower overall survival (OS), but not recurrence-free survival (RFS). WT gene signatures were used as controls (Figure 3A–B). Although DKO female mice do not develop liver cancer, it is pertinent to note that they lack *Nr1h4* and *Nr0b2* gene expression, display chronic cholestasis similar to their male counterparts, and hence the global gene changes associate with poor OS. 

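The probe for Nr1h4 (ILMN_2727013), the gene that encodes FXR, had a normalized log2 value of 12.03 ± 0.13 (SD, n = 6) in WT males and 11.75 ± 0.23 (SD, n = 6) in WT females. It was not above background on any DKO array, at 7.00 ± 0.09 in DKO males and 6.97 ± 0.12 in DKO females. Against the background limit, Nr1h4 was at least 27.8-fold lower in DKO males than in WT males (adjusted p = 1.54e-22 in limma) and at least 22.9-fold lower in DKO females than in WT females (adjusted p = 4.81e-22 in limma). The array holds 1 probe for Nr0b2 (ILMN_2717630), the gene that encodes SHP. It was at 6.98 ± 0.05 in WT males, 7.04 ± 0.16 in DKO males, 6.99 ± 0.11 in WT females and 6.97 ± 0.03 in DKO females (SD, n = 6 each). None of the 12 WT arrays was above background, so no loss of Nr0b2 can be read from this probe. Of the genes past the signature limits against WT of the same sex, 117 were called in both sexes, and 113 of these changed in the same direction. A further 198 genes were called in males alone, 186 of them with the same sign in females, and 63 in females alone, 55 of them with the same sign in males. Of the genes called in 1 sex alone, 89 had an interaction of sex and genotype at an adjusted p under 0.05 in limma.

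**Figure D1:**
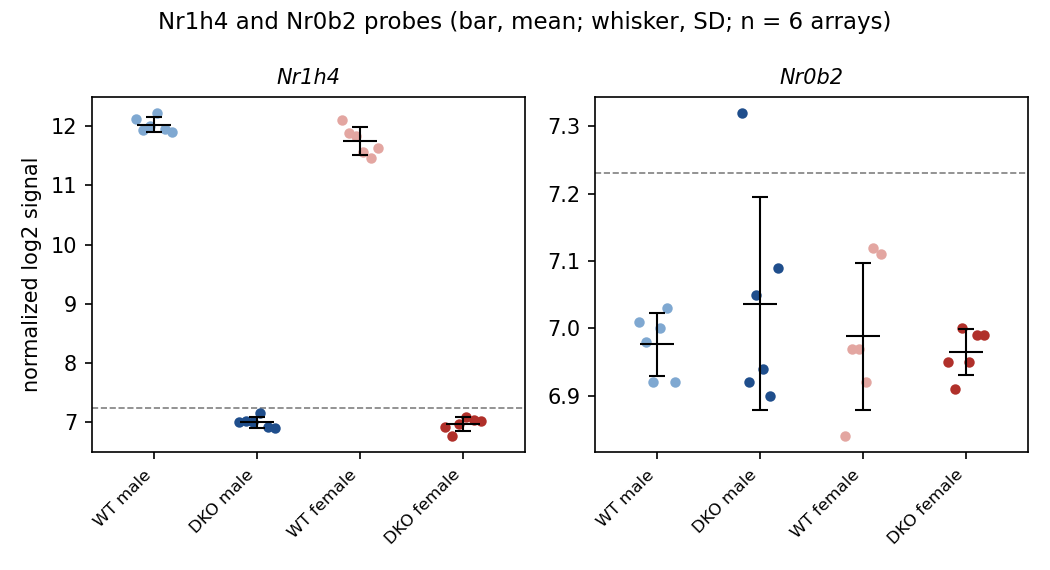
Normalized log2 signal (vertical axis) of the Nr1h4 and Nr0b2 probes on each array of the 4 groups; the bar is the mean, the whisker the SD over 6 arrays, and the dashed line the background limit of 7.23. Nr1h4 lies above the limit on all WT arrays and below it on all DKO arrays, and Nr0b2 lies near or below it in every group, with 1 DKO male array above.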

On the contrary, when we focused on the gene signature that was distinctly changed only in the DKO female livers, not the DKO males, we found that patients (~54.71%) who displayed this subset of gene signature had better OS as well as RFS (Figure 3C). These findings reveal clinical translational potential for data generated from the DKO mouse model. Moreover, by focusing on specific transcript changes in the DKO female livers, we uncovered a subset of metabolic genes that correspond to better survival and might be responsible for their protection against cancer.

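The paper's DKO_FvsM list, made from the comparison of DKO females with DKO males, holds 73 genes, 41 higher and 32 lower in females. Against WT livers of the same sex, 16 of the 73 genes passed the signature limits in DKO females and 17 in DKO males, by limma. Of these, 9 passed in females alone, 10 in males alone and 7 in both sexes, and 47 of the 73 passed in neither. In WT livers, 40 of the 73 genes differed between the sexes past the same limits in the same direction as in DKO livers, and 1 in the opposite direction. At an adjusted p under 0.05 with no limit on the fold change, 54 genes differed in the same direction in WT. The median size of the difference between the sexes was 1.67 on the log2 scale in DKO livers, the median difference in WT livers, counted as positive in the direction of the DKO difference, was 1.25, and 93.2% of the genes had the same sign in both. An interaction of sex and genotype passed an adjusted p of 0.05 in limma for 26 of the 73 genes. The genes were chosen for a large difference on these DKO arrays, so selection alone can make the DKO difference larger than the WT one. It can also favour interactions in that direction, and no held-out arrays were used here. The comparisons share arrays, so overlaps with no effect of genotype were simulated in 20 data sets. On average 186 genes were then called between DKO females and males, of which 142 were also called between WT females and males and 0.15 between DKO and WT females.

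**Figure D2:**
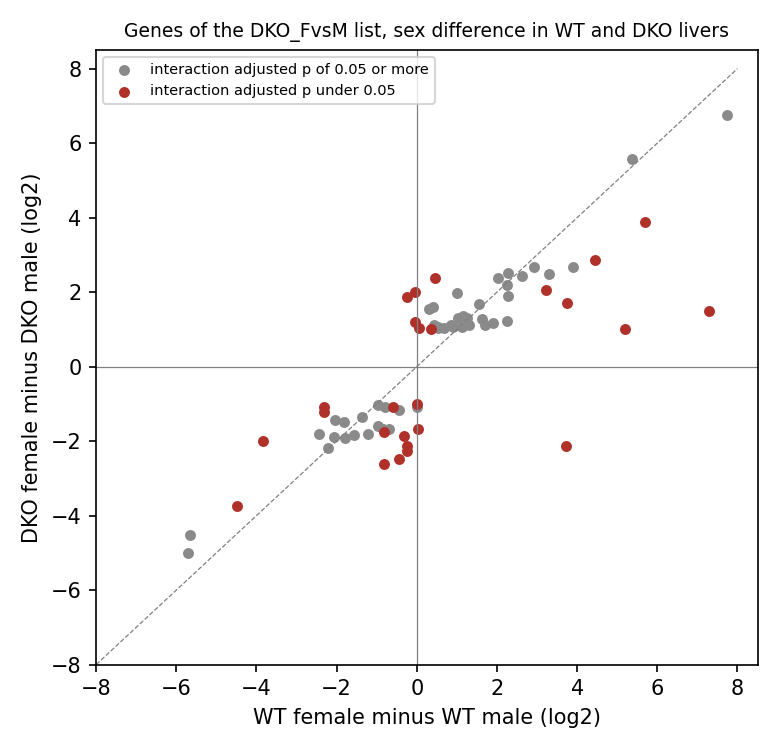
Female minus male difference in log2 signal of the 73 genes of the DKO_FvsM list in WT livers (horizontal axis) and DKO livers (vertical axis); each point is 1 gene, red points have an interaction adjusted p under 0.05 in limma, and the dashed line marks equal differences. The median size is 1.67 in DKO livers, and the median difference in WT livers in the direction of DKO is 1.25. The genes were chosen for their difference in DKO livers, which can enlarge it.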

We initially examined the pathways pertaining to amino acid metabolism and ureagenesis since individuals with mutations in the urea cycle disorder have an increased risk of developing liver cancer (Hashash et al., 2012; Koo et al., 2017; Rabinovich et al., 2015; Wilson et al., 2012). Consistent with this, analysis of the TGCA-LIHC clinical dataset revealed a broad downregulation of genes encoding the entire urea cycle, including carbamoyl phosphate synthetase (*Cps1*), ornithine transcarbamylase (*Otc*), argininosuccinate synthetase (*Ass1*), argininosuccinate lyase (*Asl*), and arginase (*Arg1*) in both sexes upon liver tumorigenesis (Figure 3—figure supplement 3). In contrast, these genes were all upregulated in DKO female livers (Figure 3—figure supplement 4A), which correlated well with the protection afforded to the DKO female livers as loss-of-function mutations in these genes are linked to HCC (Wilson et al., 2012; Lam et al., 2009; Wu et al., 2021). Additionally, our analysis showed that patients with increased expression of urea cycle genes (DKO-UreaCycle) exhibited a better clinical outcome (Figure 3—figure supplement 4B).

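All 5 genes had higher mean log2 values in DKO females than in DKO males. Arg1 (ILMN_2775157) was at 13.32 ± 0.16 (SD, n = 6) in DKO females and 12.31 ± 0.25 (SD, n = 6) in DKO males, a difference of 1.01 (standard error 0.12, adjusted p = 1.02e-05 in limma). Ass1 was higher by 0.49 (0.10, 0.00352), Otc by 0.43 (0.09, 0.00264) and Cps1 by 0.46 (0.14, 0.0446). Asl was higher by 0.33 (0.14) and did not pass over all genes (adjusted p = 0.16 in limma). Over all genes 4 of the 5 passed, and adjusted over the list alone 5 of 5. With the replicate number as a block 3 of the 5 passed over all genes, without Cps1 (adjusted p = 0.0672 in limma). In a two-sided exact permutation test over 924 splits of the 12 DKO arrays, p was 0.00216 for Arg1 and Otc, the smallest this design allows, 0.00433 for Ass1, 0.00866 for Cps1 and 0.0281 for Asl. All 6 DKO females lay above all DKO males for Arg1 and Otc, 5 for Ass1, 4 for Cps1 and 1 for Asl. In WT livers the female minus male difference was 0.35 for Arg1, -0.05 for Asl, 0.25 for Ass1, 0.16 for Cps1 and 0.44 for Otc, and only Otc passed (adjusted p = 0.0012 in limma). With each of the 12 DKO arrays left out in turn, Cps1 no longer passed in 9 of the 12 fits. The other probe for Arg1, which is brighter (mean log2 14.44 against 13.05), differed by 0.25 between the DKO sexes and did not pass (adjusted p = 0.0534 in limma). With median scaling Asl was higher by 0.70 and passed (adjusted p = 9.43e-05 in limma). The interaction of sex and genotype passed for Arg1 (0.67, adjusted p = 0.0403 in limma), though not for its brighter probe (0.09), and not for Asl (0.411), Ass1 (0.475), Cps1 (0.553) or Otc (0.993). Against WT livers of the same sex, the 5 genes were lower in DKO livers. In DKO females the change was -0.14 for Arg1, -0.50 for Asl, -0.25 for Ass1, -0.59 for Cps1 and -0.53 for Otc, of which Asl, Cps1 and Otc passed (adjusted p = 0.0255, 0.00732 and 0.000171 in limma). In DKO males it was -0.80, -0.88, -0.50, -0.88 and -0.53, and all 5 passed. From the higher expression in DKO females, the paper states a correlation with the protection of DKO female livers, citing loss-of-function mutations in these genes that are linked to HCC.

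**Figure D3:**
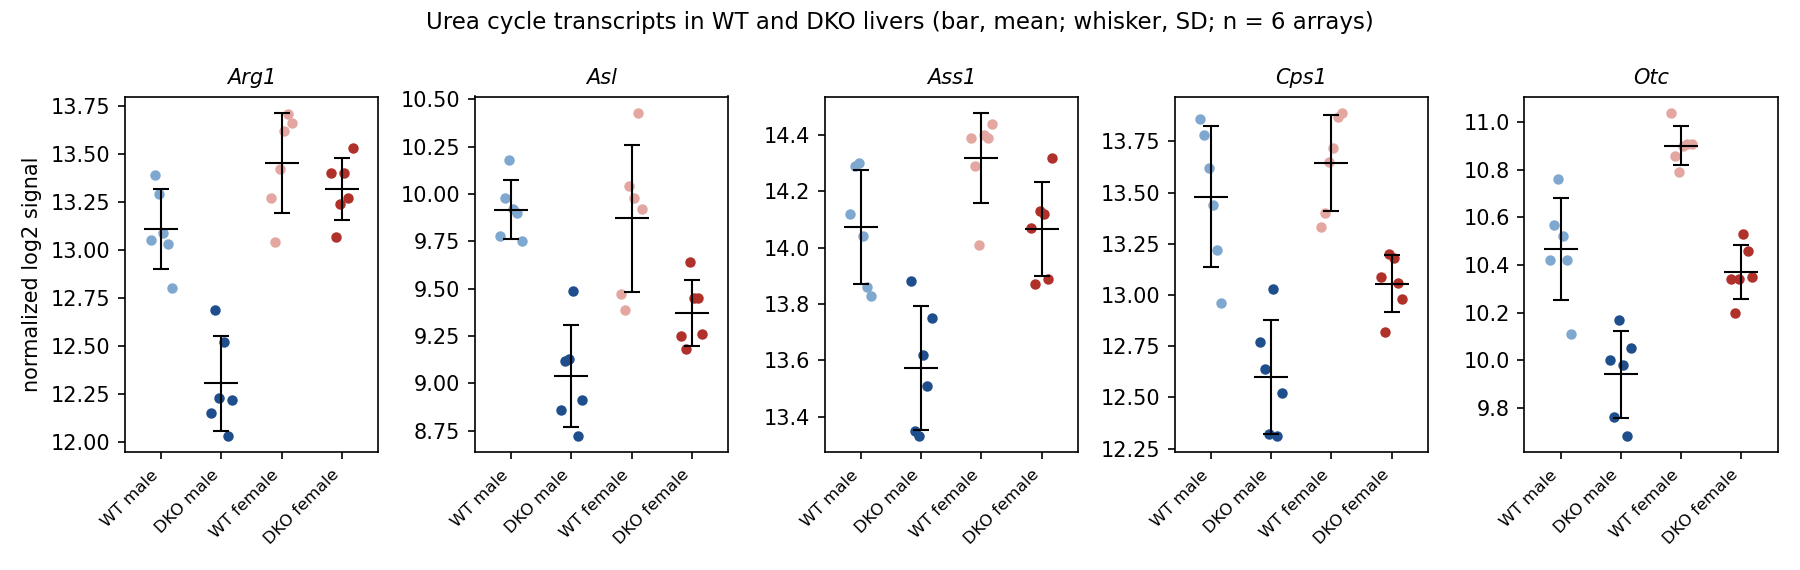
Normalized log2 signal (vertical axis) of Arg1, Asl, Ass1, Cps1 and Otc on each array of the 4 groups; the bar is the mean and the whisker the SD over 6 arrays. For Arg1 the DKO female mean is 13.32 and the DKO male mean 12.31, against 13.45 in WT females and 13.11 in WT males.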

### Estrogen signaling controls amino acid and bile acid metabolism in the liver

Since estrogen signaling was previously shown to regulate amino acid metabolism (Della Torre et al., 2016), we examined its role in controlling the expression of urea cycle genes in the DKO female livers. To do this, we ovariectomized (OVX) DKO mice and found that, indeed, the hepatic expression of all these genes, *Cps1*, *Asl1, Ass, Otc,* and *Arg1* were significantly blunted in the absence of endogenous estrogen signal (Figure 4—figure supplement 1A). But when we measured the urea cycle metabolites, we did not find any significant change in the intermediate nor urea production except for a decrease in ornithine levels (Figure 4—figure supplement 1B), in DKO females compared to the DKO males. We reason that static measurements may not reflect the flux into the urea cycle.

 Besides amino acid metabolism, estrogen signaling has been shown to affect BA homeostasis and cause cholestasis (Bossard et al., 1993; Stieger et al., 2000; Yamamoto et al., 2006). So, we anticipated that OVX would lower BA levels in DKO female mice. Instead, we found that OVX led to liver cancer development in otherwise resistant year-old DKO female mice (Figure 4A–B). Moreover, their serum BA levels doubled (Figure 4C), consistent with the tumorigenic role of BAs. Also, analysis of TCGA-LIHC clinical data revealed significant downregulation of *ERα* gene expression in liver tumors (Figure 4—figure supplement 2A). In addition, estrogen signaling gene signature obtained from the DKO livers correlated with better overall- and recurrence-free survival (Figure 4—figure supplement 2B). Importantly, these results corroborated well with clinical observations that post-menopausal women exhibit higher susceptibility to developing HCC, which can be mitigated upon hormone replacement therapy (Hassan et al., 2017; Wang et al., 2022).

**Figure 4.**
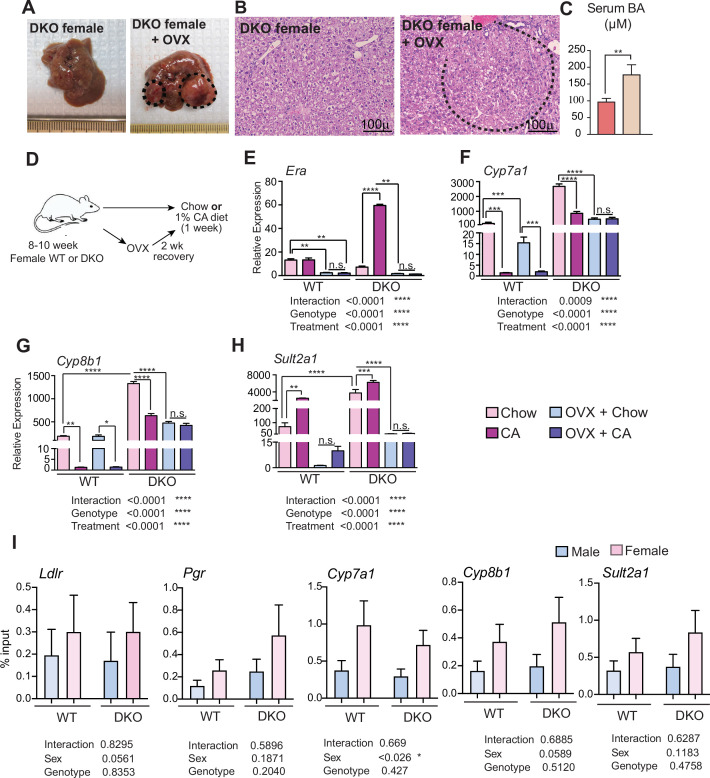
Estrogen signaling protects against liver tumorigenesis and may regulate BA synthesis in DKO female mice. (**A–B**) Ovariectomized female DKO mice were aged to a year and examined for liver tumorigenesis, where a dotted line demarcates the tumor margin. (**C**) Serum total bile acid concentrations. (**D**) Experimental design of chow and 1% cholic acid (CA) diet for 1 week with or without (OVX). (**E**) Expression of hepatic *Era* was induced with a CA diet in DKO female mice and reduced in both WT and DKO females following ovariectomy. (**F**) CA-mediated suppression of *Cyp7a1* and (**G**) *Cyp8b1* in WT and DKO females was lost in DKO females after OVX. (**H**) *Sult2a1* has greater baseline expression in DKO mice, induced to a lesser extent upon CA challenge compared to WT animals (n=4–5/group). (**I**) ChIP-PCR was performed in WT and DKO male and female livers to test ERa recruitment to BA synthesis and metabolism genes, *Cyp7a1, Cyp8b1*, and *Sult2a1*. Rabbit IgG was used as a control for the ChIP-PCR experiments. Mean ± SEM; Two-way ANOVA with Bonferroni post hoc analysis was performed.*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 compared to controls.

**Figure 4—figure supplement 1.**
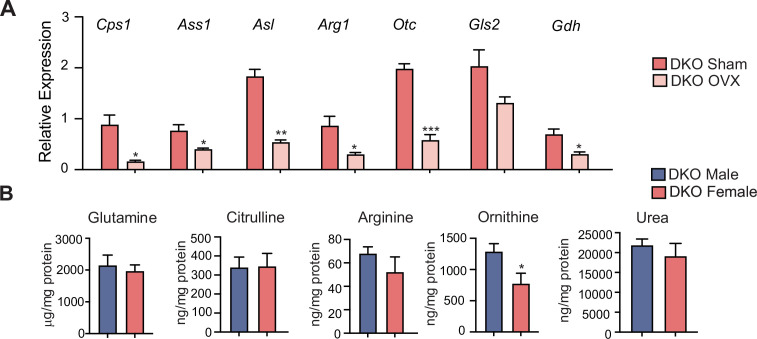
Loss of endogenous estrogen lowers the expression of urea cycle transcripts in DKO females. (**A**) Expression of urea cycle genes was reduced in DKO female mice following OVX (n=4–5/group). and (**B**) LC-MS quantification of urea cycle intermediates (n=4–5/group). Mean ± SEM; *p<0.01, **p<0.001 compared to genotype or gender controls. Unpaired t-test was used for analysis.

**Figure 4—figure supplement 2.**
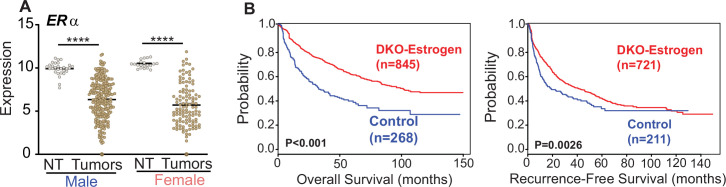
Estrogen receptor signaling positively correlates with better survival in HCC clinical samples. (**A**) RNA-seq from TCGA-LIHC (The Cancer Genome Atlas- Liver Hepatocellular Carcinoma Collection) data was analyzed. *ER*α transcript levels were reduced in tumors compared to non-tumor (NT) tissue. (Males: n=29 NT, n=245 tumors; Females: n=20 NT and n=114 tumors). Mean ± SEM; *p<0.01, **p<0.001, ***p<0.0001 compared to their respective sex-specific controls. One-way ANOVA with Bonferroni post hoc analysis was performed. (**B**) Kaplan Meier survival graphs using Era targets altered in DKO females (DKO_Estrogen) showed better clinical outcomes for HCC patients.

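The DKO_Estrogen list in Figure 2—source data 1 holds 9 genes. In DKO females 7 of them were higher than in DKO males. Over all genes 5 passed an adjusted p of 0.05 in limma, and adjusted over the list alone 7, of which Havcr2 was lower in females, which is not independent evidence since the study chose the list on these samples. Esr1 was at 10.42 ± 0.11 (SD, n = 6) in DKO females and 9.11 ± 0.28 (SD, n = 6) in DKO males, a difference of 1.31 (standard error 0.14, adjusted p = 2.84e-06 in limma). Glul was higher too, Prodh by 0.70 (adjusted p = 0.00565 in limma), Gnmt by 0.61 (0.0329) and Prodh2 by 0.54 (0.0113). Ahcy (0.27) and Dhcr7 (0.25) were higher without passing over all genes, and Havcr2 (-0.15) and Gpt2 (-0.01) were lower without passing over all genes; over the list alone Ahcy (adjusted p = 0.036 in limma) and Havcr2 (0.0412) passed, and Dhcr7 and Gpt2 did not. Gpt2 turned to 0.53 with median scaling. Esr1 was also higher in WT females than in WT males, by 1.03 (adjusted p = 2.16e-05 in limma), and its interaction of sex and genotype did not pass (0.28, adjusted p = 0.583). At the signature limits the methods' t-test called 2 of the 9 genes. With the probe of highest mean for each gene, 3 of the 9 passed over all genes in limma, without Gnmt (0.11) and Prodh2 (0.13), and with median scaling 8. With the replicate number as a block 4 passed, without Gnmt (adjusted p = 0.0513 in limma).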

To overcome the confounding effects of ageing and cancer, we examined young WT and DKO female mice with and without OVX. Additionally, we challenged these mice with BA excess (Figure 4D). As expected, OVX resulted in the reduction of basal hepatic *Era* gene expression in both WT and DKO mice (Figure 4E). In the DKO mice, which display high basal levels of BA synthesis and sulphation genes, we found dramatic induction of *Era* gene upon BA treatment (Figure 4E). Importantly, the rise in *Era* gene coincided with reduced expression of *Cyp7a1, Cyp8b1,* and increased levels of *Sult2a1,* a sulphotransferase known to sulphate estrogen and BAs. OVX in WT mice led to lower basal levels of *Cyp7a1* and *Sult2a1* but not *Cyp8b1,* whereas all three genes were significantly reduced in the DKO +OVX livers (Figure 4G-H). Unlike the OVX WT, which maintained CA-mediated suppression of BA synthetic genes, consistent with intact NR1H4 signaling, DKO +OVX mice did not alter their expression (Figure 4F–G). These data indicate a role for estrogen signaling in regulating BA homeostasis in the DKO livers.

We next examined if the recruitment of ERa to BA synthesis genes exhibited any sex difference in WT and DKO livers by ChIP-PCR. We find that ERa was preferentially recruited to *Cyp7a1* in a sex-specific manner (Figure 4I). This is exciting because CYP7A1 is the rate-limiting enzyme in classical BA synthesis and is responsible for generating a majority (~75%) of BAs. *Cyp8b1* showed a similar trend but not *Sult2a1*. Also, we did not find any sex-specific patterns in ERa occupancy in *Ldlr* and *Pgr* genes, which were used as positive controls for ERa ChIP assays (Figure 4I). These data, along with increased BAs upon OVX, suggest ERa signaling is pertinent to control BA synthesis, especially in the absence of NR1H4, as seen in the CA-fed sham DKO mice.

### DKO mice display sexual dimorphism in BA homeostasis

WT mice do not show overt changes in serum BAs between the two sexes. Although serum BA concentration in DKO females was higher than in WT females; however, compared to genetically identical DKO males, these female mice displayed lower primary and secondary serum BAs (Figure 5—source data 1). This was intriguing.

So, we analyzed the expression of genes involved in BA synthesis, transport, and metabolism in both sexes of DKO mice. Consistent with *Nr1h4* and *Nr0b2* deletion that results in the loss of negative feedback on BA biosynthesis, both sexes of DKO mice have significantly higher expression of *Cyp7a1* and *Cyp8b1* genes that are involved in classical BA synthesis (Figure 5A). The male dominant expression of *Cyp7b1* in the WT is lost in the DKO mice. On the other hand, *Cyp27a1*, which initiates alternative BA synthesis, was increased in a female-specific manner (Figure 5A).

**Figure 5.**
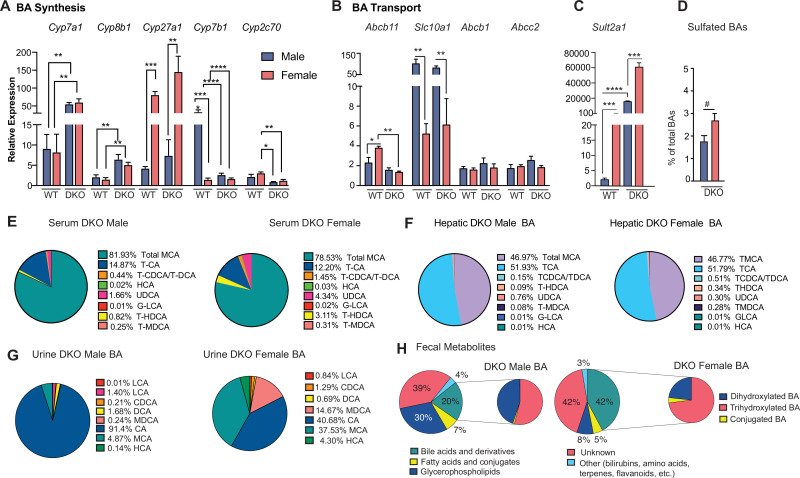
BA composition and metabolism are differentially regulated between the sexes of DKO mice. (**A**) Hepatic mRNA expression of classical BA synthetic enzymes was elevated in 6-month-old DKO compared to WT mice. While the alternative BA synthesis encoding gene, *Cyp27a1*, was increased in females only. (**B**) Expression of hepatic BA transporters and (**C**) BA sulfotransferase in WT and DKO mice. (**D**) Percentages of sulfated BAs in DKO male and female serum (one-tailed t-test, #*P*p<0.05). (**E–F**) BA composition is slightly varied in serum, whereas it remains unchanged in the liver between DKO males and females. (**G–H**) BA composition in the urine was variable between the sexes, and BAs constitute a higher proportion of fecal metabolites in the year old DKO females compared to males (n=5–7/group). Mean ± SEM; *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 compared to genotype or sex-specific controls. One-way ANOVA with Bonferroni post hoc analysis was performed. Figure 5—source data 1.Serum BA composition in DKO mice. Figure 5—source data 2.Urine BA composition in DKO mice.

Next, we examined BA transport. We found that hepatic transcript levels of the key BA efflux pump, bile salt export pump, *Abcb11 (Bsep*), were reduced in both sexes of DKO mice, consistent with loss of *Nr1h4* (*24*) (Figure 5B). In contrast, the expression of canalicular efflux transporters, *Abcb1 (Mdr1*) and *Abcc2 (Mrp2*), was unchanged (Figure 5B). Also, the BA uptake transporter, sodium taurocholate co-transporting polypeptide, *Slc10a1 (Ntcp*) showed lower transcript levels in females (Figure 5B), which is in line with previous findings that estradiol can downregulate *Slc10a1* expression (Simon et al., 2004).

We then investigated the transcript expression of *Sult2a1*, which contributes to BA sulfation—a modification that can reduce enterohepatic recirculation (De Witt and Lack, 1980). As expected, hepatic *Sult2a1* expression was predominant in females irrespective of the genotype (Figure 5C; Alnouti and Klaassen, 2011). Sulphated BAs are excreted in urine to eliminate excess BA during cholestasis (Heuman, 1989; Stiehl et al., 1975). Total urine BA levels were higher in DKO males, reflecting a larger circulating BA pool than in DKO females (Figure 5—source data 2). However, DKO female mice exhibited higher percentages of sulphated BAs (Figure 5D), which corroborates with high *Sult2a1* expression in females.

BA compositional analysis was performed in the serum, hepatic, urine, and feces of DKO males and females (Figure 5E–H). Both sexes of DKO mice showed abundant muricholates in the serum (Figure 5E), but there were modest differences in the composition, indicating slightly hydrophilic BAs in the DKO females. Moreover, hepatic BA composition was indifferent between the two sexes (Figure 5F). These results indicated that rather than synthesis or transport, excretion may be different between DKO males and females. Notably, we found that both urine and fecal levels and composition between male and female DKO mice were distinct (Figure 5G–H). As urinary BA excretion alone cannot explain the 50% decrease in circulating BAs in DKO females, we performed untargeted metabolomics using the fecal samples. BAs accounted for 20% of the fecal samples in the males, whereas in the females, it was double the amount indicative of twice the amount being excreted in DKO females. These results indicate that female DKOs may be protected against detrimental tumor-promoting BA signaling due to their higher BA excretion.

### Increasing fecal BA excretion is sufficient to reduce liver cancer risk

Finally, to test this, we promoted fecal BA excretion in DKO males by using cholestyramine (CHR), a resin that binds BAs. We fed nine-month-old DKO male mice with a 2% CHR-containing diet since, by this age, tumor nodules have already developed. The CHR diet was continued until one year of age, mimicking a therapeutic intervention strategy (Figure 6A). As expected, the CHR diet in DKO males led to a 50% reduction in circulating BA levels and altered BA composition (Figure 6B-C; Figure 6—source data 1). DKO males fed chow exhibited severe hepatic tumorigenesis, whereas CHR-fed DKO males had a drastically lower tumor burden with only small liver nodules and were protected from developing aggressive carcinomas. Histological analysis revealed that CHR treatment lowered the number of nodules and dysplastic changes but increased steatosis in DKO males (Figure 6D). Conversely, increasing circulating BAs by causing biliary injury with 3,5-diethoxycarbonyl –1,4-dihydrocollidine (DDC) in DKO females resulted in the development of large liver tumors in DKO females (Figure 6—figure supplement 1).

**Figure 6.**
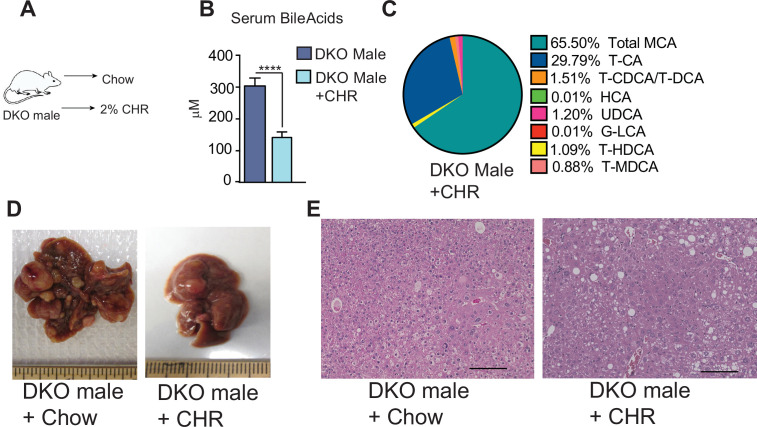
Treating with BA-binding resin reduces the tumor burden in DKO male mice. (**A**) DKO male mice were fed a 2% cholestyramine (CHR)-enriched diet for 3 months until 1 year of age. (**B–C**) Serum BA levels and composition upon feeding DKO male mice a CHR-enriched diet. (**D**) CHR dramatically reduced the HCC burden in DKO males. (**E**) Histological analysis shows HCC, bland tumor cells, and enlarged nuclei with irregular membranes in DKO male mice. CHR treatment results in smaller and fewer nodules but increases steatosis. (n=6–7/group). Mean ± SEM; ****p<0.0001 compared to DKO controls. Figure 6—source data 1.Hepatic and serum BA profiles after different diet regimens (Chow, DDC, or CHR) in WT and DKO mice.See the Excel sheet.

**Figure 6—figure supplement 1.**
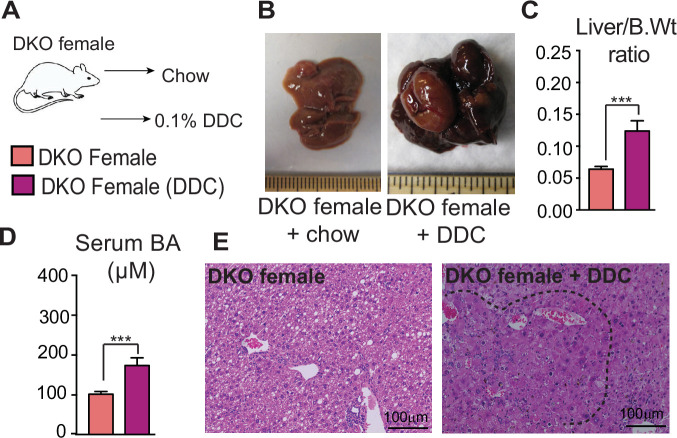
DKO females challenged with the DDC-enriched diet developed liver tumors. (**A–B**) DKO females were fed a 0.1% DDC diet, as shown in the schematic, for 3 months, and this treatment led to visible tumors at one year. (**C–D**) DDC diet elevated the liver-to-body weight ratio and serum BAs in DKO females. (**E**) Histology revealed cholangitis, ductular reaction, and tumor nodules (marked by a dotted line) in DKO female livers + DDC treatment. (n=4–7/group). Mean ± SEM; *p<0.01; **p<0.001 compared to chow-fed DKO controls. Unpaired t-test was used for analysis.

**Figure 6—figure supplement 2.**
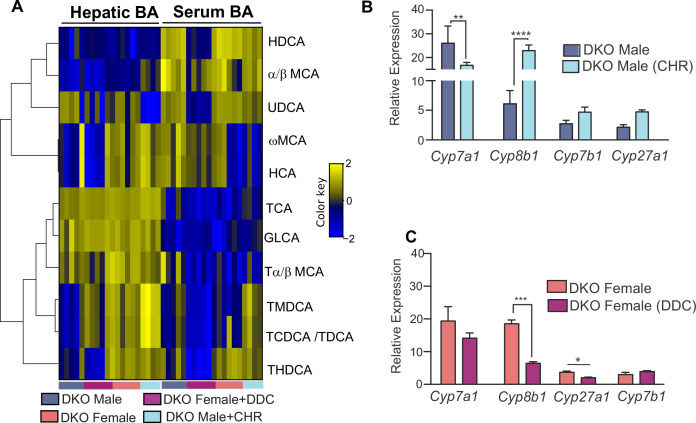
BA composition and expression of BA synthesis genes in DKO mice after different treatments. (**A**) Correlation analysis of serum and hepatic composition of BAs post-DDC diet in DKO female mice (n=5–8 mice/group) and post-CHR diet in DKO male mice (n=4–5 mice/group), along with their sex-specific chow controls. (**B–C**) Relative expression of classical and alternative BA synthesis genes after CHR and DDC treatments. Mean ± SEM; *p<0.01; **p<0.001, *** p<0.0001 compared to their chow-fed DKO controls. Unpaired t-test was used for analysis.

Unbiased correlation analysis of hepatic and serum BA composition between the two cohorts of DKO mice revealed that the BA profiles of CHR-fed DKO male mice clustered with DKO females, whereas DDC-fed DKO female mice clustered with DKO males (Figure 6—figure supplement 2).

Overall, these findings demonstrate that modulating circulating BAs is sufficient to change the liver cancer outcome, wherein lowering their levels leads to subsequent protection and vice versa.

## Discussion

Here, we demonstrate that the sex differences in BA homeostasis can contributes to the sexual disparity noted in HCC risk. Importantly, elevated BA concentrations are reported in patients with HCC (Anakk et al., 2013; van Wessel et al., 2020; Bernstein et al., 2009; Sun et al., 2016; Xie et al., 2016; Cameron et al., 1982). Using a genetic mouse model of excess BAs that develop spontaneous HCC, we uncovered distinct transcriptional control of metabolism between the two sexes. Both *NR1H4* and *NR0B2* transcript levels were downregulated in HCC patients. Moreover, differential gene expression, specifically of the DKO female, correlated well with better survival, highlighting the translational relevance of our model. Thus, these gene signatures could be utilized as a potential prognostic marker for HCC progression and survival.

Both BA homeostasis and amino acid metabolism were altered between the two sexes. Of note, genes controlling ureagenesis were higher in the DKO females, and consistent with previous findings, we were able to recapitulate estrogen-mediated regulation of some of these genes signaling (Della Torre et al., 2016). In line with these findings, patients with urea cycle enzyme deficiencies have a 200 x higher incidence of HCC, highlighting the importance of amino acid metabolism in hepatic tumorigenesis (Hashash et al., 2012; Koo et al., 2017; Rabinovich et al., 2015; Wilson et al., 2012). Also, BAs have been shown to promote amino acid catabolic machinery (Massafra et al., 2017), which indicates that BAs may be a central node in liver cancer. Intriguingly, hepatic urea analysis did not reveal any difference between the DKO male and female mice. A caveat being we measured a steady-state urea levels rather than the flux of this pathway.

We examined and found estrogen signaling can regulate the expression of BA synthesis and sulphation genes. DKO female mice challenged with the CA diet showed a robust increase in hepatic Era transcript, which coincided with the suppression in BA synthesis in the absence of *Nr1h4* and *Nr0b2*. Consistently higher recruitment of ER to the classical BA synthetic gene, *Cyp7a1,* was noted in female livers. Intriguingly, DKO OVX mice with blunted Erα gene expression exhibited a lower transcript level of *Cyp7a1 and Cyp8b1* and lost the CA-mediated suppression. These findings suggest Era expression is linked to both positive and negative regulation of BA synthesis genes. But we do not know how ER elicits these differential transcriptional effects on BA synthesis.

Nonetheless, we confirmed the known sex differences in BA synthesis, such as a female-dominant *Cyp27a1* expression and male-dominant *Cyp7b1* pattern in WT mice. Loss of *Nr1h4* and *Nr0b2* altered the expression of many genes irrespective of sex. For instance, C*yp2c70* expression was reduced in *both sexes*, and the male dominance of *Cyp7b1* was lost in the DKO mice. Of note, OVX of DKO females increased the serum BA levels and lost their protection against the development of liver tumorigenesis. This finding fully recapitulates the clinical data, wherein post-menopausal women are equally prone to HCC incidence as males.

BA analysis shows that DKO female mice have a hydrophilic composition and excrete BA proportions. So, we tested and demonstrated the potent therapeutic utility of reducing BA levels in serum using a generic FDA-approved BA binding resin, Cholestyramine (CHR), in dramatically reducing the tumor burden. This study highlights that lowering enterohepatic recirculation is a beneficial strategy in modulating liver cancer. Though *Cyp7a1* expression is reported to be induced in CHR-fed mice (Schwarz et al., 2001), long-term CHR feeding in DKO mice lowered *Cyp7a1* expression but induced *Cyp8b1* transcripts (Figure 6—figure supplement 2). Conversely, DDC-fed DKO females that develop hepatic tumors show a corresponding decrease in *Cyp8b1* transcript (Figure 6—figure supplement 2). Also, patients with HCC exhibit a reduction in *Cyp8b1* expression (Hoenerhoff et al., 2011; Grinberg et al., 2014; Wang et al., 2019), which promotes a more hydrophilic ratio of BA composition.

Although species differences in BAs between mice and humans are a limitation, several fundamental understandings have been gained from mouse experiments. While this study demonstrates BAs promote HCC progression, it does not investigate or provide evidence if BAs are sufficient for HCC initiation. Another caveat is that the DKO mouse model mimics the progression of cholestasis to HCC and not all the etiologies, so the observed sex differences in circulating BAs may be limited to these subsets of HCC. Nevertheless, elevated BA concentrations are seen in various liver disease conditions and inherited disorders of cholestasis predispose to HCC onset. More recently, clinical studies support the utilization of BAs as prognostic markers (Cui et al., 2023; Huang et al., 2020; Thomas et al., 2021).

Our findings demonstrate that female cholestatic mice exhibit increased excretion and lower serum BAs than males. However, hepatic BAs were not different between the sexes. These data highlight that circulating BAs contribute towards sex differences seen in HCC incidence. Accordingly, we show that lowering enterohepatic BA recirculation is beneficial in our model. Our results align with previous findings that had implicated intestinal NR1H4 signaling as being crucial rather than hepatic NR1H4 to prevent liver tumorigenesis (Degirolamo et al., 2015). Taken together, these results reveal that drugs inhibiting intestinal reabsorption of BAs (Asbt inhibitor, IBAT inhibitor) that are on clinical trials for NASH and cholestasis can be evaluated as potential therapeutics to combat HCC.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	Farnesoid x receptor (FXR) and Small heterodimer partner (SHP)	GenBank	Nr1h4 Nr0b2	Key regulators of bile acid homeostasis
Strain background (*Mus musculus*)	C57BL/6	In house PMCID:PMC3007143	FXR/SHP Ddouble knockout (DKO) mice; RRID:MGI:2159769	Both sexes of DKO model and wild type mice were used for analysis in this paper
Chemical compound used in the diet - (0.1%)	3,5-Di-ethoxycarbonyl-1,4-Dihydrocollidine (DDC)	Purchased from Sigma	Catalog# 137030	Envigo – (chemical compound was mixed with base diet and pelleted)
Chemical compound used in the diet – (2%)	Cholestyramine (CHR)	Purchased from Sigma	Catalog # C4650	Envigo –(chemical compound was mixed with base diet and pelleted)
Other	Hematoxylin & Eosin Sirius Red Staining	Epredia VWR-Avantor	Catalog # 71311, # 7211 Catalog # 10065–176	Stains used to analyse liver histology
Sequence-based reagent	Several genes	This paper	PCR primers	See Supplementary file 1
Antibody	Anti-rabbit polyclonal ERα-MC10	sc-542 Santacruz	RRID:AB_631470	Used for ERα ChIP
Commercial assay or kit	Bile acid analysis	Genway Biotech	Total BA concentration	
Software	EndNote Prism	Clarivate GraphPad	EndNote Prism	Reference Statistical analysis

### Experimental design

This study was designed to elucidate the role of bile acids (BAs) in the sexually dimorphic incidence of HCC and assess the therapeutic benefits of reducing circulating BA levels on HCC development. WT mice and *Nr1h4^-/-^, Nr0b2^-/-^* (Fxr^-/-^, Shp^-/-^) double knockout (DKO) mice on a C57BL/6 background were bred at the animal facility at the University of Illinois Urbana Champaign to generate sufficient numbers for experimentation. Mice were housed on a standard 12 hour light/dark cycle and fed normal chow and water ad libitum. Male and female WT and DKO mice were sacrificed at three different time points, 8–12 weeks or 6- and 12–13 months after birth. For cancer studies, male and female WT and DKO mice were aged to 1 year. To study estrogen signaling, bilateral ovariectomies were performed on WT and DKO females at 8–10 weeks old, followed by 2 weeks of recovery and were subsequently challenged with a CA-enriched diet for a week. To test the role of estrogen in liver cancer development, another set of ovariectomized DKO mice and their sham controls were aged to a year. To test the effect of liver injury and BA accumulation, 0.1% DDC (3,5- diethoxycarbonyl-1, 4-dihydrocollidine) was fed to 10-month-old DKO female mice for 3 months. In another cohort, 2% CHR (Cholestyramine)-supplemented chow was fed to 9- month-old DKO male mice for a period of 3 months. Urea cycle studies were performed on DKO mice after overnight fasting. Serum and liver tissues were typically collected from all the cohorts. For some of the DKO groups, urine and feces were additionally collected for BA analysis. All studies were carried out as outlined in the Guide for the Care and Use of Laboratory Animals prepared by the National Academy of Sciences and published by the National Institutes of Health (National Institutes of Health publication 86–23, revised 1985). All of the animals were handled according to approved institutional animal care and use committee (IACUC) protocols of the University of Illinois, Urbana Champaign. For biological harvesting, mice were anesthetized and euthanized as described by IACUC. For biological harvesting, mice were anesthetized and euthanized as described by IACUC. Tissue was flash-frozen in liquid nitrogen, and blood was collected and spun down for serum.

### Serum chemistry

Blood was collected by retro-orbital bleeding and centrifuged at 8000 × g xfor 10 minutes to separate serum. Serum ALT and AST were measured using Infinity ALT and Infinity AST kits (Thermo Fisher Scientific). Calorimetric measurement of serum and hepatic BAs was performed with the Total Bile Acid (NBT method) kit (Genway Biotech).

### Bile acid analysis

Serum and urine from DKO male and female mice fed chow were analyzed for the composition of bile acids and their sulfated metabolites at the University of Nebraska Medical Center. Liquid chromatographic-mass spectrometry analysis was performed with a Waters ACQUITY column (Milford, MA). Bile acids and internal standards were prepared in methanol and analyzed. These data are provided as Figure 5—source data 1 and 2. Serum from DKO male and female mice fed chow, DKO males fed CHR, and DKO females fed DDC along with hepatic extracts from DKO male and female was analyzed for BA composition at Baylor College of Medicine Metabolomics Core, Houston, Texas. Briefly, liver tissue was weighed and homogenized in 75% ethanol and incubated at 50 °C for 2 hoursr to extract BAs and centrifuged at 6,000 × *g* for 10 minutes. The supernatant was used to determine the BA content. Liquid chromatographic-mass spectrometry analysis was performed with a Waters ACQUITY UPLC BEH C18 column (Milford, MA). Bile acids were detected in negative mode, with L-Zeatine added to each sample as an internal standard. These data are provided as Figure 6—figure supplement 2, Figure 6—source data 1.

### Metabolite profiling

Liver tissue was weighed and sonicated in 70% methanol, followed by centrifugation. The supernatant was flash-frozen and used for subsequent LC-MS analysis for urea cycle metabolites. Tissue lysate was used for the BCA assay to determine the protein concentration of each sample. All metabolite concentrations were normalized to a protein concentration of the lysate.

### Untargeted metabolomics

Fecal samples were weighed into microcentrifuge tubes and homogenized in 50% MeOH/H2O solution with a 1:10 w/v ratio, for 5 minutes at 5 Hz. The samples were centrifuged at 14,000 rpm for 15 minutes, then a 200 µL aliquot of each supernatant was transferred to a 96-well plate and dried under centrifugal vacuum. The dried extracts were covered and stored at –80 °C until analysis, at which time the samples were resuspended in 200 µL of 50% MeOH/H2O solution with 1 µM sulfadimethoxine as internal standard and diluted three-fold for analysis. Untargeted LC-MS/MS was performed on a Thermo Vanquish UPLC system coupled to a Q-Exactive Orbitrap mass spectrometer (ThermoFisher Scientific, Bremen, Germany). A polar C18 column (Kinetex polar C18, 100x2.1 mm, 2.6 μm particle size, 100 A pore size; Phenomenex, Torrance, CA, USA) was used as the stationary phase, and a high-pressure binary gradient pump was used to deliver the mobile phase, which consisted of solvent A (100% H2O+0.1% formic acid [FA]) and solvent B (100% acetonitrile [ACN] +0.1% FA). The flow rate was set to 0.5 mL/min and the injection volume for each sample was 5 µL. Following injection, samples were eluted with the following gradient: 0–1.0 min, 5% B; 1.0–1.1 min, 25%; 6.0 min, 70%; 7.0 min, 100%; 7.5–8.0 min, 5%. MS data was collected in positive mode and electrospray ionization (ESI) parameters were set to 53 L/min for sheath gas, 14 L/min for auxiliary gas, 0 L/min for spare gas, and 400 °C for auxiliary gas temperature. The spray voltage was set to 3500 V, the capillary temperature to 320 °C, and the S-Lens radio frequency level to 50 V. MS1 data were collected from 150 to 1500 m/z with a resolution of 35,000 at m/z 200 with one micro scan. The maximum ion injection time was set to 100ms with an automatic gain control (AGC) target of 1.0E6. MS/MS spectra were collected using data-dependent acquisition (DDA), where the top five most abundant ions in the MS1 scan were selected for fragmentation.

Normalized collision energies were increased stepwise from 20, 30, –40. MS2 data were collected with a resolution of 17,500 at m/z 200 with one micro scan and an AGC of 5.0E5. All untargeted LC-MS/MS data are publicly available from the MassIVE data repository under accession number MSV000089715.

MS1 feature detection and MS/MS pairing was performed using MZmine 2.37corr17.7_kai_merge (55, 56). An intensity threshold of 5E4 and 1E3 were set for MS1 and MS2 detection, respectively, with centroid data. MS1 chromatogram construction was performed using the ADAP chromatogram builder, where the minimum group size was set to 5, group intensity threshold was 5E4, minimum highest intensity was 1.5E5, and mass tolerance was 0.005 m/z or 10 ppm. Chromatogram deconvolution was then performed using a local minimum search algorithm with a chromatographic threshold of 80%, a search minimum in retention time (RT) range of 0.2 min, minimum relative height of 1%, minimum absolute threshold height of 1.5E5, minimum ratio for top/edge of 1, and a peak duration of 0.05–2.0 min. Pairing between MS1 and MS2 was performed with a mass tolerance of 0.005 m/z or 10 ppm and RT range of 0.2 min. Isotope peaks were grouped, then features from different samples were aligned using the same mass and RT tolerances; alignment was performed by placing a weight of 75 on m/z and 25 on RT. A peak area feature table was exported as a .csv file and consensus MS/MS spectral data were exported in mgf format. Feature-based molecular networking and MolNetEnhancer workflows were then performed with this data using GNPS (gnps.ucsd.edu). The corresponding jobs can be found: here and here, respectively.

### Histology

Liver samples were collected and fixed in 10% neutral-buffered formalin at 4 °C. Formalin-fixed tissues were then processed and embedded in paraffin. Subsequently, paraffin tissue blocks were sectioned using a microtome at 5 μm thickness and mounted onto charged glass slides. Tissues sections were deparaffinized and stained with hematoxylin & eosin (H&E;) (Thermo Fisher Scientific) and sirius red staining using standard histological protocol.

### RNA extraction and quantitative PCR analysis

Total RNA from the liver was prepared according to the TRIzol (Invitrogen) protocol. cDNA was synthesized using Maxima Reverse Transcriptase (Thermo Fisher Scientific) as per the manufacturer’s protocol. q-RTPCR was performed on an Illumina Eco Platform. For qRT-PCR analysis, 50 ng of cDNA was added to each SYBR green-based reaction. qRT-PCR primers are provided in Supplementary file 1.

### Microarray

Microarray was performed by Dr. Ju-Seog Lee’s laboratory at the MD Anderson Cancer Center. Liver samples from 12-month-old male and female WT and DKO mice were collected and snap-frozen. Total RNA was isolated, labeled, and hybridized to BeadChip Array MouseWG-6 (Illumina). Bead chips were scanned with an Illumina BeadArray Reader. Microarray analysis was performed on the Illumina mouseRefseq-8 Expression platform. Upregulated gene sets were generated from genes with fold change >1.3 (*P*p<0.0001) compared to the control group (i.e. DKO males vs. DKO females). These gene sets were then used for downstream analyses with DAVID Bioinformatics Resources Analysis Software and ClueGO (Bindea et al., 2009).

### Transcription factor motif analysis

GeneXplain software was used to identify enriched transcription factor binding sites (TFBS) using the upregulated gene sets generated from the microarray. The analysis included regions from –1000 to –100 bp relative to the transcription start site. TFBS enriched with *P*≤0.01 were included in the tables.

### Extraction of transcriptomic signature

Multiple transcriptomic signatures were extracted from the microarray data of the DKO mouse model (Supplementary file 1). DKO_All signature was generated from the comparison between wild type (WT) male and female mice, and DKO_Male and DKO_Female signatures from WT male and female mice, respectively.

DKO_FvsM, DKO_Estrogen, DKO_BA, and DKO_Urea signatures were made from the comparison between DKO male and female mice. Signature genes were selected by T-test and logFC (*P*<0.001 and log2FC >1 or <-1) using the gene expression dataset after normalization.

### Gene expression data from HCC tumors

Gene expression data from the National Cancer Institute (NCI) cohort were generated in earlier studies (Lee et al., 2004a; Lee et al., 2004b; Lee et al., 2006), and the data are publicly available from the NCBI’s GEO database (GSE1898 and GSE4024). Gene expression data from Korea, Samsung, Modena, and Fudan cohorts have been described previously and are available from the NCBI’s GEO database (accession numbers, GSE14520, GSE16757, GSE43619, GSE36376, and GSE54236;) (Kim et al., 2012; Park et al., 2016; Roessler et al., 2010; Sung et al., 2012; Villa et al., 2016). TCGA RNA sequencing data for HCC was downloaded from the University of California, Santa Cruz, Genomics Institute (https://xenabrowser.net/). FPKM-normalized data were log-transformed.

Tumor specimens and clinical data were obtained from HCC patients who had undergone hepatectomy as a primary treatment for HCC at multiple institutes, as described in their original study. Except for the TCGA cohort, patients and tissues were collected based on the availability of high quality of frozen tissues for genomic studies. For the TCGA cohort (Cancer Genome Atlas Research Network, 2017), surgical resection of biopsy biospecimens were collected from patients diagnosed with HCC and who had not received prior treatment for their disease (ablation, chemotherapy, or radiotherapy). Institutional review boards at each tissue source site reviewed protocols and consent documentation and approved the submission of cases to TCGA. Hematoxylin and eosin (H&E) stained samples were subjected to independent pathology review to confirm that the tumor specimen was histologically consistent with the allowable HCC. Each case was reviewed independently by at least 3 liver pathologists, with no clinical or molecular information.

### Data analysis of clinical samples

To predict the class similar to the DKO signature in the human HCC cohort, we used a classification algorithm based on Bayesian compound covariate predictor (BCCP). After the integration of the signature matrix and the human HCC dataset, the Bayesian probability for each human HCC sample was calculated by using the class prediction procedure in BRB Arraytools. Before pooling mouse and human gene expression data for analysis, expression data of orthologous genes in both data sets were independently converted to z-scores (z = (x − mean)/standard deviation). A Bayesian compound covariate prediction (BCCP) algorithm was used to estimate the probability that a particular human HCC sample would have a given gene expression pattern from mouse tissue (69, 70). Prognostic significance was evaluated rigorously for overall and recurrence-free survival in the human HCC cohort based on the predicted class calculated by the BCCP algorithm using multiple DKO signatures. A total of 5 human HCC transcriptomic cohorts were used in this study (Fudan, Korea, Samsung, TCGA, Modena). All DKO signatures were evaluated in each human HCC cohort and meta-cohort. To identify the gender difference in the human HCC cohort, we did subgroup analysis for gender and age in the meta-cohort. BCCP scores (BCCP probability) were compared in all populations and gender subgroups. The analysis for potential correlation between the class predicted by DKO-signature and staging HCC in terms of TNM, and CLIP classification was performed in the meta-cohort.

### ERα ChIP analysis

ERa-ChIP assay was performed in both sexes of WT and DKO mice. We first analyzed BED files for ERα ChIP-Seq from three independent studies (Gertz et al., 2013; Gordon et al., 2014; Palierne et al., 2016) obtained from Cistrome DB. We visualized the tracks on UCSC genome browser on mouse GRCm38/mm10 assembly to identify potential binding sites on genes that maintained BA homeostasis. Then, primers were designed for those regions to validate ERa binding using ChIP-PCR. Briefly, ERa antibody (MC20, Santa Cruz, # sc-542, RRID:AB_631470) was used to perform chromatin pulldown from flash-frozen liver tissues with rabbit IgG chromatin pulldown as controls. ChIP DNA was isolated using a QIAGENiagen PCR purification kit, followed by qPCR to examine the recruitment to the region.

### Statistical analysis

All statistical tests were performed using GraphPad Prism software. Data are presented as means ± SEM. Multiple group comparisons were analyzed using one-way and two-way ANOVA with the post hoc Bonferroni test. Unpaired t-test was used for comparison between two groups. p-values ≤0.05 were determined to be significant unless otherwise noted in legends.

## Data Availability

The gene expression data generated and used in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE151524 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151524). All other data are included in the manuscript. The following dataset was generated: AnakkS KimK LeeJS JeongYS LeeSH 2020Analysis of tumor-bearing Farnesoid X Receptor and Small heterodimer Partner double knockout and control WT mice in both sexesNCBI Gene Expression OmnibusGSE151524

# Supplementary material for: Sex differences in bile acid homeostasis and excretion underlie the disparity in liver cancer incidence between males and females
**Source:** eLife. 2025 Dec 29;13:RP96783. doi: 10.7554/eLife.96783
**Supplement:** Figure 2—source data 2.

| TF Name | Density  ratio | P-Value |
| --- | --- | --- |
| PPARγ | 1.30126 | 6.3527E-11 |
| TCF3 | 1.33458 | 7.2023E-11 |
| TCF4 | 1.27146 | 5.5608E-9 |
| p73 | 1.30219 | 1.1841E-5 |
| LRH1 | 1.1917 | 2.3061E-5 |
| AR | 1.3065 | 2.7733E-5 |
| FOXA2 | 1.21861 | 6.526E-4 |
| MEF2A | 1.35309 | 0.00153 |
| MEF2C | 1.34771 | 0.0016 |
| TBR2 (EOMES) | 1.15298 | 0.00168 |
| TR4 | 1.45287 | 0.00195 |
| GATA3 | 1.95407 | 0.00351 |
| c-JUN | 1.20405 | 0.00491 |
| STAT1 | 1.17336 | 0.00505 |
| RXRa | 1.42981 | 0.00512 |
| STAT5a | 1.19101 | 0.00557 |
| FOXA1 | 1.53342 | 0.00674 |
| STAT4 | 1.42981 | 0.00707 |
| NRF2 | 3.06387 | 0.00959 |
| KLF4 | 1.08893 | 0.01000 |

# Supplementary material for: Sex differences in bile acid homeostasis and excretion underlie the disparity in liver cancer incidence between males and females
**Source:** eLife. 2025 Dec 29;13:RP96783. doi: 10.7554/eLife.96783
**Supplement:** Figure 2—source data 3.

| TF Name | Density ratio | P-Value |
| --- | --- | --- |
| USF1 | 3.10842 | 6.0846E-4 |
| GATA1 | 1.26352 | 0.00179 |
| THAP1 | 3.38041 | 0.00226 |
| FOXO1 | 2.6577 | 0.00247 |
| E2F4 | 1.53201 | 0.00262 |
| SP1 | 6.29455 | 0.00267 |
| E2F6 | 1.79844 | 0.00439 |
| GR | 1.31386 | 0.00484 |
| ZFX | 1.2357 | 0.00614 |
| NKX2-5 | 1.72517 | 0.00633 |
| USF2 | 2.09818 | 0.00675 |
| ZBTB33 | 1.76247 | 0.0091 |
| YY1 | 1.29119 | 0.01000 |
| ESR1 | 1.72159 | 0.01000 |

# Supplementary material for: Sex differences in bile acid homeostasis and excretion underlie the disparity in liver cancer incidence between males and females
**Source:** eLife. 2025 Dec 29;13:RP96783. doi: 10.7554/eLife.96783
**Supplement:** Figure 3—source data 1.

| Cohorts | Platform | Number of  patients | Source |
| --- | --- | --- | --- |
| Fudan | Affymetrix U133A2 | 247 | GEO, GSE14520 |
| Samsung | RNA-seq  Illumina HumanHT-12 V4.0 | 240 | GEO, GSE36376 |
| TCGA -LIHC | RNA seq | 373 | https://xenabrowser.net/ |
| Korea | Illumina V2, V4 | 188 | GEO, GSE16757, GSE43619 |
| Modena | Agilent-014850 | 78 | GEO, GSE54236 |

# Supplementary material for: Sex differences in bile acid homeostasis and excretion underlie the disparity in liver cancer incidence between males and females
**Source:** eLife. 2025 Dec 29;13:RP96783. doi: 10.7554/eLife.96783
**Supplement:** Figure 5—source data 1.

|  | DKO Male | DKO Female |
| --- | --- | --- |
| Serum | n=4 | n=3 |
| Amidation |  |  |
| % Amidation | 73.67% | 77.66% |
| % G-Amidation | 0.14% | 0.11% |
| % T-Amidation | 73.53% | 77.55% |
| BA Hydroxylation |  |  |
| % Mono-OH | 0.15% | 0.27% |
| % Di-OH | 13.53% | 12.19% |
| % Tri-OH | 81.78% | 82.51% |
| BA Composition |  |  |
| % LCA | 0.15% | 0.27% |
| % UDCA | 0.39% | 0.47% |
| % CDCA | 0.79% | 1.01% |
| % DCA | 12.09% | 10.41% |
| % HDCA | 0.19% | 0.23% |
| % MDCA | 0.07% | 0.06% |
| % CA | 69.56% | 65.50% |
| % MCA | 12.21% | 17.00% |
| % HCA | 0.01% | 0.00% |
|  |  |  |
| Primary BA (μM) | 60.10 | 36.27 |
| Secondary BA (μM) | 12.68 | 7.39 |
| Primary/Secondary | 5.62 | 5.36 |
| 12α/non12α | 5.22 | 4.03 |
| % Sulfation | 1.72% | 2.66% |
| Hydrophobicity Index | 0.029 | -0.029 |

# Supplementary material for: Sex differences in bile acid homeostasis and excretion underlie the disparity in liver cancer incidence between males and females
**Source:** eLife. 2025 Dec 29;13:RP96783. doi: 10.7554/eLife.96783
**Supplement:** Figure 5—source data 2.

|  | DKO Male | DKO Female |
| --- | --- | --- |
| Urine | n=4 | n=3 |
| Amidation |  |  |
| % Amidation | 79.62% | 20.52% |
| % G-amidation | 0.20% | 0.52% |
| % T-amidation | 93.32% | 37.81% |
| BA Hydroxylation |  |  |
| % Mono-OH | 0.01% | 0.78% |
| % Di-OH | 3.51% | 15.48% |
| % Tri-OH | 96.17% | 76.71% |
| BA Composition |  |  |
| % LCA | 0.01% | 0.78% |
| % UDCA | 1.40% | 0.00% |
| % CDCA | 0.21% | 1.20% |
| % DCA | 1.67% | 0.64% |
| % HDCA | 0.00% | 0.00% |
| % MDCA | 0.24% | 13.64% |
| % CA | 91.17% | 37.82% |
| % MCA | 4.86% | 34.90% |
| % HCA | 0.14% | 4.00% |
|  |  |  |
| % Primary BA | 96.36% | 80.00% |
| % Secondary BA | 3.64% | 20.00% |
| Primary/Secondary | 33.52 | 4.13 |
| 12a/non12a | 2.21 | 0.63 |
| % Sulfation | 79.62% | 20.52% |
| Hydrophobicity Index | -0.09 | -0.13 |
|  |  |  |

# Supplementary material for: Sex differences in bile acid homeostasis and excretion underlie the disparity in liver cancer incidence between males and females
**Source:** eLife. 2025 Dec 29;13:RP96783. doi: 10.7554/eLife.96783
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods section of the manuscript has these details |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplemental file has the primer sequences used in this study |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Yes the details are provided in the methods section of the manuscript. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | 5-10 mice per group were used for the studies |  |
| Randomisation | Not Done |  |
| Blinding | Analysis was performed in a blinded manner |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Animal experiments were performed twice. |  |
| Define whether data describe technical or biological replicates. | Data describes biological replicates. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Yes, the IACUC numbers and details are provided within the methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | To compare two groups t-tests were used for more than two groups ANOVA was used. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | GEO Accession number is provided for the newly created dataset.  Analysis with previously published clinical data sets are also referenced and their accession numbers are provided Fig 3- Fig Supplement 1 with references. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | GSE151524. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151524). |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | GSE1898 and GSE4024  GSE14520, GSE16757, GSE43619, GSE36376, and GSE54236 and their references are cited within the manuscript. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Key Resources are added in a template provided |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: Sex differences in bile acid homeostasis and excretion underlie the disparity in liver cancer incidence between males and females
**Source:** eLife. 2025 Dec 29;13:RP96783. doi: 10.7554/eLife.96783
**Supplement:** Supplementary file 1.

**Supplemental File 1. Primer sequences used**

| Gene  Name | Forward Primer  5’ to 3’ | Reverse Primer  5’ to 3’ |
| --- | --- | --- |
| *36B4* | AGATGCAGCAGATCCGCAT | GTTCTTGCCCATCAGCACC |
| *Ccnd1* | CCTCCTTCTGCACACATTTGA | GCTGCGAAGTGGAAACCATC |
| *Cyp7a1* | CAGGGAGATGCTCTGTGTTCA | AGGCATACATCCCTTCCGTGA |
| *Cyp8b1* | AAGGCTGGCTTCCTGAGCTT | AACAGCTCATCGGCCTCATC |
| *Cyp27a1* | CCTACATCCATTCGGCTCT | CCAGGGCAATCTCATACTTC |
| *Cyp7b1* | GACGATCCTGAAATAGGAGCACA | AATGGTGTTTGCTAGAGAGGCC |
| *Cyp2c70* | TGGCTTTCTCAGCAGGAAGAA | AACTGGCTTGGTGTCGATGT |
| *Abcb11* | CACACAAAGCCCCTACCAGT | CCAAGAGGCAGCTATCAGGC |
| *Slc10a1* | GGTGCCCTACAAAGGCATTA | GTTGCCCACATTGATGACAG |
| *Abcb1* | ACTCGGGCGCAGAACTTTGA | GCACCAAAGACAACAGCAGA |
| *Abcc2* | GCACTGTAGGCTCTGGGAAG | CATTTCCAAGTCTGGGAGGA |
| *Abcc3* | GCAGAGACAGGCAATGTGAA | GAAAGCTGACAGCATGACCA |
| *Sult2a1* | CCTCAAAAGAAATGTTCTAATCGGA | CTTTCATGGCTTGGAAAGAGCTGTA |
| *Esr1* | GACAAGCGGCGTAAAAG | CATTATGGGGTCTGGTCCTG |
| *Cps1* | AGGCACCACCATTACCTCAG | CGGGTTCATCAGGACTGTTT |
| *Asl* | CTAGAGGTACAGAAGCGG | TGCTGTTGAGAGTGATGG |
| *Arg1* | CTCCAAGCCAAAGTCCTTAGAG | AGGAGCTGTCATTAGGGACATC |
| *Gls2* | CCGTGGTGAACCTGCTATTT | TGCGGGAATCATAGTCCTTC |
| *Gdh* | GGCCGATTGACCTTCAAATA | TCCTGTCCTGGAACTCTGCT   \| *Cyp7b1* \| Mouse \| GACGATCCTGAAATAGGAGCACA \| AATGGTGTTTGCTAGAGAGGCC \| \| --- \| --- \| --- \| --- \| \| *Cyp2c70* \| Mouse \| TGGCTTTCTCAGCAGGAAGAA \| AACTGGCTTGGTGTCGATGT \| |
| *Glul* | CAGGCTGCCATACCAACTTCA | TCCTCAATGCACTTCAGACCAT |
|  |  |  |
| ChIP-PCR |  |  |
| *Cyp7a1* | TTCCCCATCAGTTTGCAGGT | ACCTCCCAAATCTGCGTCTT |
| *Cyp8b1* | GAGGACCCAGAAACAGGTGG | TGTCTACTCCCTACTGGGGC |
| *Ldlr* | CAGAGCCATCGTAGTGGACC | TTGGTCTATCACCGACACCC |
| *Pgr* | TGATGTGGTCTATGCAGGGC | TGGTGCTCTTTACATGGTAGTTG |

How the deposited data were processed for this re-analysis (not part of the article)

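Liver RNA of WT and DKO mice of both sexes was measured on Illumina mouse BeadChips, with 6 arrays in each of 4 groups. Samples were assigned to sex and genotype from the sample labels and the paper. For 45281 probes the authors deposited unnormalized intensity values per array, the scanner's mean bead signal on a linear scale with no detection p-values, and a second table of normalized log2 values. The paper's text says of the latter only that signatures were selected after normalization. Quantile normalization of the log2 intensity values gave the authors' normalized log2 values to within 0.005, with values written in steps of 0.01, so the deposited log2 values are quantile normalized and hold no background subtraction. Every column of values in both tables was used. The tables pair 31508 probes with a gene identifier, and all probes with a symbol; no genome coordinates are given here, since the tables name no genome build, and the gene table supplied for GRCm38.p6 was not used for positions. Genes of the sex chromosomes were taken from a short list written by hand.

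The analysis started from the normalized log2 values. Of the 30854 gene symbols, 8966 had more than 1 probe, and the probe with the largest SD over the 24 arrays stood for the gene. No filter on dim genes was used. A probe was taken as above background over a normalized log2 value of 7.23, the most frequent value (6.98) plus 3 times the SD of its lower side (0.0835); this limit took the place of the detection p-values that had been planned for this purpose. Where a group had no array above the limit, the change is given as a bound against the limit. R 4.3.3 with limma 3.58.1 and statmod 1.5.0 fitted all 24 arrays in 1 model with 4 group means (lmFit, contrasts.fit and eBayes, two-sided), with Benjamini-Hochberg adjustment over the 30854 genes. The contrasts were DKO female against DKO male, DKO against WT within each sex, all DKO against all WT, WT female against WT male, and the interaction of sex and genotype. The limits were those of the paper, a fold change over 1.3 with an unadjusted p under 0.0001 for the sets behind Figure 2, and an unadjusted p under 0.001 with a log2 change over 1 in size for the signatures; the interaction was called at an adjusted p under 0.05. The methods' t-test was run beside limma on the same values.

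Gene lists for the categories of Figure 2 and lists of cell type, HCC and proliferation markers were written by hand before the data were examined. They were tested with camera in limma at a preset correlation of 0.01, with fry and with camera at an estimated correlation, adjusted over the lists of a family. The paper's DKO_Urea list was tested in the family of the Figure 2 categories. The genes named in the text are those the paper names, the 5 with the largest increase and the 5 with the largest decrease in each contrast among those past its limits, and up to 3 genes with the largest change past an adjusted p of 0.05 in each list of Figure 2. No probe carried the symbols Sult2a2 or Kdm5d. The interaction of each gene named for it was also computed for every probe of the gene, a step added after its values were seen. The test of WT sex-biased genes on held-out WT arrays was repeated for all 20 choices of 3 replicate numbers, also added after its values were seen. Exact permutation tests of the urea cycle genes used all 924 splits of 12 arrays.

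The scripts were tested on simulated data made from the real mean over all arrays and the real within-group spread of each of 30854 genes. The groups differed in 200 changed genes only. These were drawn from genes with a mean more than 1 log2 unit above the background limit, so the recovery given here does not cover dim genes. For DKO females against DKO males, 85.5% of the changed genes were recovered at the 1.3-fold limits with 2 unchanged genes called, 95.5% of those past the fold limit at the signature limits by limma with 2 unchanged genes called, and 94.0% by the methods' t-test with 1. For the interaction, simulated in DKO females alone, 80.5% were recovered with 11 unchanged genes called. Of 30654 unchanged genes, 33 had an unadjusted p under 0.001 against 30.7 expected. In a simulation with 1 list of 43 genes raised in DKO females, camera at the preset correlation called that list and no other. Its genes were drawn independently of each other, so it does not test calls that arise from correlation between genes.

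Alternatives set before the data were examined were quantile normalization done anew, median scaling without quantile normalization, the replicate number as a block, the probe with the highest mean, array weights, a fit to the compared groups alone, each array left out in turn, the methods' t-test, adjusted in place of unadjusted p, every probe tested, and fry or camera with estimated correlation for the lists. Normalization with neqc and a filter on detection p-values, planned as well, were not run because the tables hold no detection p-values; a normexp background correction with an offset of 50 followed by quantile normalization, and a filter that keeps 12608 genes above the background limit on at least 6 arrays, were added after seeing the data. Gene ontology terms, transcription factor motifs, human cohorts, quantitative PCR and metabolite data were not analysed here.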

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

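The tests on single arrays (of Abcb1b, of Xist and of the WT female array low in Esr1), those of Arg1 and Otc, and the comparison of the probes of a gene were chosen after the results were seen.

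The effect of the DKO genotype differed between the sexes for 651 genes (interaction adjusted p under 0.05 in limma), 379 with a more positive and 272 with a more negative change in females. Among 100 splits of the same arrays, only the real one (1) gave a count as large, and another split reached 586. The splits shuffled the sexes within each genotype, so they also broke up the sex difference that both genotypes share. They therefore do not stand for data without an interaction, and chance is not excluded by them. The lower counts that follow were not set against splits of their own, so for these chance was not excluded either. With single arrays left out the count lay between 480 and 841, the highest without DKO male replicate 4, with the replicate number as a block it was 550, and with median scaling 317. Because each group lies on a BeadChip of its own, a BeadChip effect stays open. Among 14265 genes at background on all arrays, 2 had an interaction with an unadjusted p under 0.0001 in limma, against 1.43 expected. Genes this dim set no bound on a BeadChip effect in brighter ones. The largest interactions toward females were in Elovl3 (3.58), LOC100044164 (2.97), Serpina12 (2.85), Cyp4a12b (2.47) and Serpina4-ps1 (2.38, which lost its call in 16 of 24 fits with single arrays left out), and toward males in Cyp2b13 (-5.85), C730007P19Rik (-5.81), Cyp2b9 (-4.76), Cyp2a4 (-4.17) and Cyp2b23 (-3.45). Of these, Serpina12 and Cyp2a4 were above background on all arrays. No DKO female array was above it for Elovl3, LOC100044164, Cyp4a12b or Serpina4-ps1, no WT female array for Cyp4a12b and no WT male array for C730007P19Rik, and some WT male arrays were not for Cyp2b13, Cyp2b9 and Cyp2b23, so the sizes and the order of these interactions depend on the background.

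Among the genes the paper names, the interaction passed for Cyp7b1 (2.27), which fell by 1.98 in DKO males and changed by 0.30 in DKO females (adjusted p = 0.651 in limma). It passed for the urea cycle and related genes Arg1 (0.67), Oat (0.94), Nags (0.50) and Glul (0.98). Arg1 fell by 0.80 in DKO males and by 0.14 in DKO females. Oat rose by 0.70 in DKO females and fell by 0.24 in DKO males, Nags fell by 0.52 in DKO males and by 0.02 in DKO females, and Glul fell by 0.85 in DKO males and rose by 0.13 in DKO females. These calls rest on 1 probe each. The other, brighter probe of Arg1 had an interaction of 0.09 (adjusted p over all probes 0.803 in limma), and the other 2 probes of Nags had 0.20 and 0.11 (0.37 and 0.743), while Oat and Glul have a single probe. A sex difference already present in WT livers therefore cannot be told apart from a new one for Arg1, because its 2 probes differ. For Otc it is in line with an interaction of -0.005. E2f6 had an interaction of 0.45, which did not pass for its other 3 probes, with a rise of 0.56 in DKO females and 0.11 in DKO males. For Eif2s3y (0.75) and Jarid1d (0.49), both on the Y chromosome, the interaction is the fall in DKO males, by 0.68 and 0.49, since neither is above background in females. For Sult2a1 (-1.60), WT males were not above background, so its rise in DKO males is only bounded, at least 3.04-fold, and the interaction depends on the background. A change in the share of hepatocyte RNA could move liver genes together, but the hepatocyte markers fell by a similar median of 0.13 in DKO males and 0.17 in DKO females. A biological difference between the sexes stays open and was not tested further.

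The arrays of WT females and WT males were compared with each other as data with no list of its own among the signatures. The methods word the DKO_All signature as a comparison of WT males with WT females, but its 198 genes all passed the t-test for both DKO groups against both WT groups. Between WT females and males, 161 genes differed past the signature limits, 75 higher and 86 lower in females. Only the real split of 100 (1) gave a count as large, and the highest other split gave 57. With median scaling 317 genes passed, 85.2% of them higher in females, against 46.6% with the authors' values. Among the largest differences were those in A1bg (7.75), Xist, which was at least 31.9-fold higher in females, C730007P19Rik, at least 134-fold higher, and Cyp2a4 (5.19), and in the other direction Cyp4a12a, Cyp4a12b and Eif2s3y, at least 45.3-fold, 16.5-fold and 17.6-fold lower, Cyp2d9 (-5.67) and Elovl3 (-4.27). The size for A1bg, above background on 3 of 6 WT male arrays, and that for Elovl3, on 1 of 6 WT female arrays, depend on the background. BeadChip and sex cannot be told apart here either. Of the background genes, 12 had an unadjusted p under 0.0001 in limma, none past a fold change of 1.3. Chosen to be dim, they leave little room for such a change and set no bound on a BeadChip effect in brighter genes.

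One array stood apart from the other 5 of its group for 13 of 184 combinations of a named gene and a group, where chance gives about 9.2 (1 in 20). The figure given for each is the gap to the nearest array over the range of the group. Abcb1b in DKO males had the largest (0.905): replicate 4 was at 10.07 and the others between 6.92 and 7.22. Without this array the DKO male change in Abcb1b turned from 0.39 to -0.11. A poor array stays open: its mean correlation with the other 5 arrays was 0.98 (0.9798), where the lowest of the group was 0.975 and the highest 0.985, and it lay far from the other 5 for 93 genes above background, against 9 to 151 for the other DKO male arrays. No biological explanation was tested.

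WT female replicate 3 was the array apart for Esr1 (0.724; 9.72 against 10.43 to 10.70), Ccnd1 (0.669; 10.51 against 11.64 to 12.20), Prodh (0.653; 9.90 against 10.52 to 10.85) and Ass1 (0.651; 14.01 against 14.29 to 14.44), each time lower. A sample of another group is argued against by its Eif2s3y value of 6.90, at background, with Xist at 12.10 and Nr1h4 at 11.83. A poor array stays open: its mean correlation of 0.985 with the other 5 was above that of replicate 1 (0.983), but it lay far from the other 5 for 55 genes above background, the most of the WT female arrays (7 to 31 for the others). A state of that animal stays open and was not tested.

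Xist was at 7.35 in DKO male replicate 3 (0.827), against 6.83 to 6.92 in the others, and 12.51 in DKO females. Female RNA in this sample remains a candidate explanation. Of the 20 genes with the largest excess in WT females, 7 were highest in this array, where 1 in 6 is given by chance, but these genes are not independent of each other and differ between DKO males for other reasons, so the test leaves it open.

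The remaining ones were Slc10a1 in DKO females (0.81; replicate 2 at 7.99), Cyp8b1 in DKO females (0.71; replicate 3 at 14.47), E2f6 in WT females (0.696; replicate 4 at 9.39), Esr1 in DKO males (0.684; replicate 2 at 9.65), Dhcr7 in DKO females (0.652; replicate 1 at 10.77), Abcb11 in WT females (0.648; replicate 1 at 11.29) and Glul in WT females (0.635; replicate 2 at 10.12). With about 9.2 expected by chance, these were not followed up.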

How the results depend on the processing

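The normexp background correction and the filter on dim genes were chosen after seeing the data; the other alternatives were set before the data were examined. Normalization with neqc and the filter on detection p-values were not run, because the deposited tables hold no detection p-values.

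Quantile normalization done anew, array weights, the filter on dim genes and the fit to the compared groups alone kept each count of called genes within 1.5 times its value and reversed no gene's direction. In the fit to the compared groups alone, Nags (adjusted p = 0.0666 in limma), Cyp27a1 (0.0542) and Igf1 (0.0552) between DKO females and males and Abcc2 between DKO and WT females (0.07) lost their calls, and Cyp7a1 between DKO females and males passed (0.0476). The 4 signature counts also kept within 1.5 times with the methods' t-test, with adjusted p and with every probe tested. Nr1h4 was lower in DKO livers under every setting run, between -5.06 and -4.99 in males and between -4.84 and -4.71 in females with single arrays left out.

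Median scaling without quantile normalization moved the most. With it the median difference of the 12608 genes above background was 0.244 between DKO females and males and 0.232 between WT females and males, against 0.0083 and 0.010 with the authors' values; for DKO against WT it was 0.024 in males and 0.032 in females, against -0.017 and -0.0067. The genes past 1.3-fold went from 442 (58.4% higher in females) to 2693 (98.9% higher), DKO_FvsM from 88 (53.4% higher) to 201 (86.6%), WT females against males from 161 (46.6%) to 317 (85.2%), the interaction from 651 to 317 and the DKO_Estrogen genes that passed from 5 to 8. Of the 442 genes, 287 remained, 258 higher and 29 lower, so 29 genes were lower in females under both scalings. The following differences between DKO females and males turned positive: Abcc2 (0.078), Abcc3 (0.33), Cyp27a1 (0.24), Cyp8b1 (0.56), Gpt2 (0.53), and the medians of the unfolded protein response (0.14), complement (0.41), immune (0.053), arachidonic acid (0.0040) and steroid metabolism (0.35) lists. Between WT females and males, Abcc2 (0.29), Cyp27a1 (0.097) and Cyp7a1 (0.28) turned positive. Which scaling is closer to the RNA content of the livers was not tested.

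The methods' t-test, on 12 arrays with a spread per gene, called 201 genes past 1.3-fold, also 201 with adjusted p, and 186 of these were among the 442. At the signature limits it called 1 of the 5 urea cycle genes and 2 of the 9 estrogen genes, where limma at an adjusted p under 0.05 with no fold limit called 4 and 5; the difference in limits is part of this. Normexp correction raised DKO_Female from 180 to 273 genes, which include all 180; the cause was not tested. With the probe of highest mean, 3 estrogen genes passed, Nags turned to -0.045 and Arg1 fell to 0.25 and no longer passed (adjusted p = 0.0534 in limma), so that 3 of the 5 urea cycle genes passed. Sel1l (0.13), Ugt1a10 (0.15), Gnmt (0.11), Prodh2 (0.13) and Cyp27a1 (-0.17) did not pass with that probe either. Camera with estimated correlation called 3 of the lists in place of 7, and both counts include the paper's DKO_Urea list. Medians of lists near 0 changed sign without a change of call for complement with array weights (0.0019) and without dim genes (0.024), for glutathione transferases with the probe of highest mean (-0.0067), and for steroid metabolism with quantile normalization done anew (4.25e-05), normexp (0.0022) and without dim genes (0.015). With the probe of highest mean, complement passed (median -0.036, camera adjusted p = 0.0285), and steroid metabolism turned to 0.0425 and passed (0.0112). The causes were not tested.

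With single arrays left out, the counts ranged from 342 to 438 (1.3-fold), 294 to 327 (DKO_Male), 167 to 202 (DKO_Female), 207 to 233 (DKO_All), 78 to 98 (DKO_FvsM), 155 to 170 (WT) and 480 to 841 (interaction, the highest without DKO male replicate 4). The urea cycle count was 3 to 4 and the estrogen count 4 to 5; between DKO females and males, Cps1, Glud1 and Slc25a15 lost their call in 9 of 12 fits, Nags and Ugt1a2 in 8, Oat in 5, Gnmt and Cyp27a1 in 4 and Igf1 in 1, and between DKO and WT females Abcc2 lost its call in 8. Changes of sign were in values near 0: Nr0b2 in DKO against WT females (-0.053 to 0.003), Cyp8b1 (-0.0857 to 0.0483) and Gpt2 (-0.0783 to 0.0657) between DKO females and males, Abcb1a (-0.0253 to 0.0127) and Cyp2c70 (-0.23 to 0.0067, the latter without WT male replicate 1) in DKO against WT males, and Cyp7a1 between WT females and males (-0.43 to 0.0587, the latter without WT female replicate 6). Abcb1b ranged from -0.39 to 0.24 between DKO females and males and from -0.11 to 0.52 in DKO against WT males, in both cases because of DKO male replicate 4.

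Replicate numbers, which are also positions on the BeadChip, do not pair the arrays: 8 of 36 same-numbered pairs of arrays had a correlation of deviations over 0.1, with a mean of -0.0079 against 0.0018 for other pairs. With the replicate number as a block, the counts were 403 (1.3-fold), 311, 179, 222 and 87 for the signatures, 159 in WT and 550 for the interaction, with 3 urea cycle and 4 estrogen genes; Cps1 (adjusted p = 0.0672 in limma) was the urea cycle gene that no longer passed, and Glud1 (0.0717), Gnmt (0.0513) and, between DKO and WT females, Abcc2 (0.0555) did not pass either.

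Signal over background limits what can be seen. Of the 30854 genes, 14265 were at background on all 24 arrays and fold changes next to the background are compressed.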

Differences from the paper's values

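The normexp correction and the filter on dim genes named in this part were chosen after the results were seen. No count differed from the paper's by more than 1.5 times with the main settings.

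The paper describes the DKO_FvsM list as changed in DKO female livers and not in DKO males. Of its 73 genes, 9 passed the signature limits against WT in females alone, 10 in males alone, 7 in both and 47 in neither, and 40 differed between WT females and males in the same direction.

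The paper states that Cps1, Otc, Ass1, Asl and Arg1 were all upregulated in DKO female livers. Against DKO males all 5 were higher, but Asl did not pass over all genes (0.33, adjusted p = 0.16 in limma); it passed adjusted over the list alone and in an exact permutation test (p = 0.0281), and over all genes with median scaling (0.70, adjusted p = 9.43e-05 in limma). Against WT females all 5 had lower means.

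The paper states that signature genes were selected at a t-test limit with a log2 change over 1 in size. By the methods' t-test 2 of the 13 DKO_Urea genes and 2 of the 9 DKO_Estrogen genes passed these limits.

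The paper reports an enrichment of immune function in DKO males. The immune list tested here, which is not the paper's category, did not pass (median -0.12, camera adjusted p = 0.0582), nor with fry (0.344) or estimated correlation (0.635). It passed with the normexp correction (0.0486) and with dim genes left out (0.0495), both chosen after seeing the values; the former keeps 86 and the latter 88 of the 88 DKO_FvsM calls made here.

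The paper states that DKO females lack Nr0b2 expression. Its probe was at background in WT females (6.99) and DKO females (6.97), so no loss was measurable here.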

Other observations

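Several steps in this part were chosen after the results were seen. They are the test of the Nr0b2 probe against the background and the repeat of the held-out test with other replicates. They also include the comparison of replicates 1 to 3 with 4 to 6 within groups, and that of the fibroblast and endothelial lists. The last are the counts of genes in other splits for array brightness and the reading of the proliferation list for tumor tissue.

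Genes that differ between WT females and males differed less between DKO females and males. Of 157 such genes outside the list of sex chromosome genes, 148 (94.3%) had a smaller difference in DKO livers. The median was 1.46 in WT and 0.59 in DKO in the direction of WT. With median scaling these medians lay closer together, at 1.22 in WT and 0.77 in DKO. The change lay in the males: the 74 female-biased genes changed by a median of 0.68 in DKO males (67 of them raised) and by -0.04 in DKO females, and the 83 male-biased genes by -0.84 in DKO males and 0.11 in DKO females. Genes selected for a large difference shrink on selection alone, so 218 genes were chosen on WT replicates 1 to 3 and measured on the rest. Their median fell from 1.5 to 0.84 in WT replicates 4 to 6 and was 0.41 in DKO livers; 168 (77.1%) were smaller in DKO than in WT replicates 4 to 6. With WT replicates 4 to 6 as the control, female-biased genes changed by 0.55 in DKO males (94 of 118 raised) and male-biased ones by -0.57 (80 of 100 lowered). These sets of replicates are not alike in WT males: 87 genes passed the signature limits between replicates 1 to 3 and 4 to 6, against at most 1 in the other splits of these 6 arrays into 3 and 3. Of 10 splits only the real one (1) was as large, but with 10 splits chance cannot be excluded at 0.05. The same split was also the largest in WT females (7 genes, at most 2 in the other splits) and in DKO females (9, at most 7). In DKO males it gave 0 genes, where other splits gave up to 7. A difference between these sets of replicates in more than 1 group stays open, and no cause was tested. The fall from 1.5 to 0.84 can therefore hold a difference between these sets as well as selection. With all 20 choices of 3 replicate numbers, the median in the WT arrays not used lay between 0.84 and 1.66 and in DKO livers between 0.41 and 0.69, larger in WT in all 20, and female-biased genes changed by 0.41 to 0.74 and male-biased ones by -0.84 to -0.57 in DKO males. Selection is thus argued against as the whole cause. A lower share of hepatocyte RNA is argued against as well, as it would lower both kinds of gene, and hepatocyte markers changed by a median of only -0.13 in DKO males. The BeadChip of each group stays open. A hypothesis is that loss of both receptors moves male livers toward the female pattern, found and tested on the same data (held-out median 0.55).

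Of the 73 DKO_FvsM genes, 40 also differed between WT sexes, as a sex difference that precedes the loss of the receptors would give, while 26 had an interaction. The genes were chosen on these DKO arrays, and selection alone can favour interactions with a larger DKO difference. For the 5 urea cycle genes, the median sex difference was 0.25 in WT and 0.46 in DKO livers, so a difference already present in WT covers part of it and cannot be told apart from a new one for Asl, Ass1 and Cps1, whose interactions did not pass, or for Arg1, whose probes differ. Hepatocyte markers were higher in DKO females than in DKO males by a median of 0.16 (camera adjusted p = 0.0138), less than the urea cycle genes, so a lower hepatocyte share in DKO males may account for part of that difference.

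In DKO against WT males, the macrophage list (14 genes, 12 above background) rose by a median of 0.49, the fibroblast and stellate cell list (14 genes, all above background, 7 in the paper's signatures) by 0.77, cholangiocyte genes (12, of which 7 above background) by 0.08 and lymphocyte genes (13, of which 6) by 0.11, while 11 endothelial genes changed by -0.10. In DKO against WT females these medians were -0.01, 0.67, 0.06, -0.04 and -0.22. Col3a1 went from 8.55 to 9.80 in males and from 8.71 to 9.99 in females, Clec4g from 12.25 to 11.96 and from 12.43 to 12.03. A general rise in the share of non-hepatocyte RNA would raise all of these lists alike. The fibroblast and endothelial lists moved apart instead, with medians that differed by 0.86 in males and 0.89 in females. The lower quartile of the fibroblast genes (0.58 in males and 0.38 in females) lay above the upper quartile of the endothelial ones (0.018 and 0.073). The difference between the list means per array was larger in DKO than in WT livers by 0.85 and 0.73 (exact permutation p = 0.00216 each). This argues against a general rise as the whole cause, while a change in fibroblasts or in their share stays open. The macrophage list differed between WT females and males (0.72) and its interaction was -0.58 (camera adjusted p = 1.91e-06, but 0.282 with estimated correlation and 0.0581 with fry). Its brightest gene, Mpeg1, rose in both sexes, from 10.96 to 12.81 in males and from 11.91 to 12.93 in females.

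The paper reports liver tumors in DKO males of this age and none in DKO females, while the sample labels call both tumors. HCC markers (12 genes, 7 above background) rose by a median of 0.27 in DKO males and 0.30 in DKO females against WT, and proliferation genes (20, of which 15) by 0.27 and 0.29. Between DKO females and males the medians were -0.05 and 0.0075, with none of these genes past an adjusted p of 0.05 in limma (camera adjusted p = 0.962 and 0.946). Tumor tissue in the male samples alone could have raised them in males; medians near 0 over genes that go both ways do not settle it.

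The differences between DKO females and males were set against technical ones. Among 100 splits of the arrays, only the real one (1) reached the counts of 442, 315, 180, 223 and 88 genes; the highest other split gave 69, 155, 50, 4 and 51, so chance can be excluded. A BeadChip effect could reach probes at background: 13 of 14265 such genes had an unadjusted p under 0.0001 in limma, against 1.43 expected. None was past 1.3-fold, and the largest difference was 0.24. Chosen to lie no higher than 7.23 on every array, these genes leave little room for a 1.3-fold difference. They therefore set no bound on a BeadChip effect in brighter genes. An effect of that kind is present or possible, and for single genes it cannot be told apart from sex. The brighter female arrays gave, with median scaling, a median difference of up to 0.54 among 10 levels of expression, above the log2 of the fold limit (0.379). Quantile normalization removes such a difference by construction. After it, 258 genes were still higher in females, in place of 2664 with median scaling, and no other of 100 splits gave more than 32 in the direction of the brighter arrays. Brightness would not lower genes in females, but 29 were lower with both scalings, against at most 10 against the brighter arrays in the other splits. Brightness is thus argued against as the whole cause of the genes higher in females and as the cause of these 29. A true difference in overall RNA content between the sexes stays open. Of the 184 genes lower in females, 29 were lower under both scalings, so for the others the scaling decides.

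The probe for Nr0b2 was above background on 0 of 12 WT arrays. A signal too low to be read is therefore in line with the unchanged probe in DKO livers.

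For bile acid genes, which the paper measured by quantitative PCR in other mice, the array values are given for comparison. The legend of its Figure 5 gives a younger age than the 1 year of these livers. Values that differ from the paper's are therefore not a comparison of like with like. Cyp27a1 was lower in WT females than in WT males (-0.40, adjusted p = 0.00256 in limma), where the paper reports higher expression in females. With median scaling the WT difference was 0.10. Against WT, Cyp27a1 changed by -0.44 in DKO males and -0.35 in DKO females (adjusted p over all probes 0.000755 and 0.00866 in limma). It was lower in DKO females than in DKO males by -0.31 (adjusted p over all probes 0.0266 in limma), but higher by 0.24 with median scaling (adjusted p = 0.0429 in limma). Cyp7b1 was lower in WT females (-2.81) and did not differ past the threshold between the DKO sexes (-0.54, adjusted p = 0.265). Cyp2c70, which the paper reports as reduced in both sexes, changed by -0.10 in DKO males and -0.26 in DKO females, neither past the threshold (adjusted p = 0.791 and 0.444). Cyp7a1 rose by 1.00 in DKO males and 1.65 in DKO females, Cyp8b1 by 0.56 (adjusted p = 0.119) and 1.54, and Abcb11 fell by 2.08 and 1.79. Slc10a1 fell by 0.76 and 0.72; the paper reports it as lower in females, while on the arrays it was higher in females, by 0.66 in WT (adjusted p = 0.000622 in limma) and 0.70 in DKO livers (adjusted p = 0.000736 in limma), and by 0.99 and 0.96 with median scaling. Abcc3 rose by 1.01 and 0.64, and Abcc2, which the paper reports as unchanged, by 0.62 and 0.32. The other probe of Abcc2 changed by 0.18 and 0.10 and did not pass (adjusted p over all probes 0.363 and 0.721 in limma), and the change in females did not pass with the replicate number as a block (adjusted p = 0.0555 in limma). Abcb1a was at background on all arrays.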
